# Remote ischemic preconditioning causes transient cell cycle arrest and renal protection by a NF-**κ**B–dependent Sema5B pathway

**DOI:** 10.1172/jci.insight.158523

**Published:** 2022-07-22

**Authors:** Jan Rossaint, Melanie Meersch, Katharina Thomas, Sina Mersmann, Martin Lehmann, Jennifer Skupski, Tobias Tekath, Peter Rosenberger, John A. Kellum, Hermann Pavenstädt, Alexander Zarbock

**Keywords:** Immunology, Nephrology, Neutrophils

## Abstract

Acute kidney injury increases morbidity and mortality, and previous studies have shown that remote ischemic preconditioning (RIPC) reduces the risk of acute kidney injury after cardiac surgery. RIPC increases urinary high mobility group box protein-1 (HMGB1) levels in patients, and this correlates with kidney protection. Here, we show that RIPC reduces renal ischemia-reperfusion injury and improves kidney function in mice. Mechanistically, RIPC increases HMGB1 levels in the plasma and urine, and HMGB1 binds to TLR4 on renal tubular epithelial cells, inducing transcriptomic modulation of renal tubular epithelial cells and providing renal protection, whereas TLR4 activation on nonrenal cells was shown to contribute to renal injury. This protection is mediated by activation of induction of AMPKα and NF-κB; this induction contributes to the upregulation of Sema5b, which triggers a transient, protective G_1_ cell cycle arrest. In cardiac surgery patients at high risk for postoperative acute kidney injury, increased HMGB1 and Sema5b levels after RIPC were associated with renal protection after surgery. The results may help to develop future clinical treatment options for acute kidney injury.

## Introduction

Acute kidney injury (AKI) is a frequent complication of critical illness and of major surgery, and it causes considerable harm (1, 2). The rates of AKI among critically ill patients can be as high as 70%, with an in-hospital mortality as high as 50% when AKI is part of the multiple organ dysfunction syndrome (3). Despite progress in therapeutic strategies, the mortality of patients after AKI remains very high (4). The mechanisms underlying the pathogenesis of AKI are complex and include inflammation, apoptosis and necrosis, mitochondrial dysfunction, reactive oxygen species (ROS), and endoplasmic reticulum (ER) stress (5–9). To date, there are no approved drug therapies for patients with AKI.

Recent studies have shown that renal cell cycle arrest is present during AKI (10). Research into the pathogenesis of AKI has demonstrated that cell cycle arrest plays an important role in self-protection and adaptive repair of tubular epithelial cells (11, 12). The cell may use the cell cycle arrest as a protective mechanism to prevent cell division when potentially damaged (13). However, if the cells do not restart the cell cycle and remain in cell cycle arrest, a fibrotic phenotype can ensue. Tissue inhibitor of metalloproteinases-2 (TIMP-2) and insulin-like growth factor-binding protein 7 (IGFBP7) are known to be involved in the G_1_ cell cycle arrest phase noted to occur during the very early phases of cellular stress (14–16). It has been demonstrated that renal tubular epithelial cells also go through this G_1_ cell cycle arrest phase following stress that can be caused by different insults (17). G_1_ cell cycle arrest is reversible; however, persistent cell cycle arrest may serve as a mechanistic link between AKI and CKD since sustained cell cycle arrest will result in a senescent cell phenotype and lead to fibrosis (18).

Remote ischemic preconditioning (RIPC), defined as transient brief episodes of ischemia at a remote site before a subsequent injury of the target organ, can trigger adaptive responses that protect against various insults. It has been hypothesized that RIPC includes systemic multifactorial neuronal, humoral, and antiinflammatory signaling pathways, which may vary in response to different ischemic stimuli and are likely to interact with each other (19). Several clinical studies have shown beneficial effects of RIPC on different organs, including the heart (20–23), kidney (19, 24–26), lung (27), and brain (28). Experimental and clinical evidence indicates that RIPC might be an effective measure to protect kidneys from injury, at least in certain high-risk patients. If effective, RIPC could offer an inexpensive, novel, and noninvasive strategy to reduce the occurrence of AKI in different clinical scenarios (24, 26). However, large RCTs in unselected patients have been negative, and there is a need to better understand the mechanisms of RIPC protection so that it can be used appropriately (29, 30). In a clinical study of patients undergoing cardiac surgery, we demonstrated that high mobility group box protein-1 (HMGB1) appeared in the urine in response to RIPC and was associated with the expression of the 2 cell cycle arrest markers TIMP-2 and IGFBP7 (24). Furthermore, protection from AKI with RIPC was only observed in patients exhibiting an increase in TIMP-2 and IGFBP7 (31).

We hypothesize that RIPC induces the release of HMGB1 that subsequently activates natural defenses such as temporary cell cycle arrest. These defenses, once engaged, can then protect the kidney during subsequent inflammatory, toxic, or ischemic stress. In this study, using in vitro assays, a renal ischemia-reperfusion injury (IRI) model, and samples from patients undergoing cardiac surgery, we investigate whether RIPC can protect against renal IRI and whether this protection is HMGB1 dependent.

## Results

### RIPC protects the murine kidney from IRI by HMGB1 signaling in vivo.

RIPC before inducing renal IRI significantly reduced AKI severity, as shown by reduced neutrophil recruitment into the kidney, decreased serum creatinine levels, histological renal tubular injury, and histological evidence for neutrophil infiltration (Figure 1, A–D, and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.158523DS1). In addition, RIPC increased plasma and urine HMGB1 concentrations (Figure 1, E and F). Interestingly, RIPC before IRI-induced AKI also led to increased plasma and urine HMGB1 concentration at later time points (Figure 1, E and F). RIPC efficacy was similar when the blood pressure cuff was placed around the upper leg of the front limb instead of the hind limb (Supplemental Figure 1, C–F). To further characterize the role of HMGB1 in RIPC-induced protection from AKI, we used a specific inhibitor (BoxA, 300 μg/mouse i.p.), which represents an inactive part of the HMGB1 molecule and blocks ligand binding of endogenous HMGB1 in vivo (32). Blocking the binding of HMGB1 before inducing RIPC and renal IRI significantly abolished the renoprotective effects of RIPC (Figure 1, G and H).

### RIPC induces differential transcriptomic reprogramming in murine neutrophils and renal tubular epithelial cells.

One putative target receptor for HMGB1 among other receptors (e.g., TLR5, RAGE, and CXCR4), TLR4, is expressed on both neutrophils and renal tubular epithelial cells. Under baseline conditions, the application of RIPC led to the differential regulation of a total of 591 genes in neutrophils and 87 genes in renal tubular epithelial cells (Figure 2, A–D). 

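RNA-Seq was performed on PMNs and tubular epithelial cells (TECs) isolated from mice 24 hours after surgery. Surgery was either a sham operation or IRI, in which the renal pedicles were clamped for 32 minutes, and it was preceded by RIPC or by a control procedure. RIPC consisted of 3 inflations of a hind limb cuff to 200 mmHg for 5 minutes each, about 15 minutes before the clamping. RNA from sorted cells was reverse transcribed from the poly(A) tail, and the full-length cDNA was amplified by PCR before sequencing of single-end reads. The authors quantified the reads with Salmon, and the deposited values are estimated counts per transcript without normalization. The 21 libraries comprised 2 of PMNs after sham surgery without RIPC and 3 with it, 2 of PMNs after IRI without RIPC and 3 with it, 3 of TECs after sham surgery in each group, and 2 of TECs after IRI without RIPC and 3 with it. The legend of Figure 2 gives 3 libraries per group. Each library was described by 2 files, whose difference the labels do not state, and the counts of both files were added. Sums of the estimated counts over the transcripts of each gene were rounded, with Gencode annotation M21 of GRCm38, which matched 139864 of the 140748 transcripts. Genes on the sex chromosomes and the mitochondrial genome were left out, as in the paper's methods.

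In PMNs, the total of estimated reads per library was 23099162 and 23465875 in the sham control group, between 20838274 and 22646249 (median 21425946) in the sham RIPC group, 25616100 and 30458888 in the IRI control group, and between 29214314 and 29535566 (median 29282653) in the IRI RIPC group. In TECs, it was between 34209404 and 51499218 (median 35689968) in the sham control group, between 25395823 and 38328994 (median 33679397) in the sham RIPC group, 28711049 and 31935586 in the IRI control group, and between 21442783 and 32027097 (median 26761380) in the IRI RIPC group. Groups were compared with edgeR's quasi-likelihood F test, fitted to the 4 groups of each cell type with TMM normalization and edgeR's filter on low counts, which kept 25002 genes in PMNs and 25917 genes in TECs. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as differentially regulated. DESeq2 with apeglm and an s value under 0.01, the test that the paper's methods describe, was run on the same counts. Normalized counts are TMM-normalized counts scaled to a common library size (CPM), and the standard error of a log2 fold change is its size divided by the square root of the F statistic. Where no library of a group had more than 3 reads of a gene, the fold change is given as a lower bound computed at 3 reads. PCR reads without molecular identifiers are not independent molecules, so these limits cover counting error only.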

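After sham surgery, 1 gene in PMNs and 0 genes in TECs were differentially regulated between the RIPC and the control group by edgeR, and 1150 genes in PMNs and 1175 genes in TECs had an unadjusted p-value under 0.05. The common biological coefficient of variation between replicates, as edgeR estimated it, was 1.65 in PMNs and 1.54 in TECs. DESeq2 with apeglm, fitted to all 4 groups of a cell type, called 528 genes in PMNs and 62 genes in TECs. Fitted to the compared groups alone, it called 130 genes in PMNs and 106 genes in TECs, of which 75 and 43 were also called in the fit to all 4 groups. The counts moved most when each file entered that test as a replicate of its own, to 3690 genes in PMNs and 2888 genes in TECs. Such a fit counts the 2 files of one library as separate replicates, so it calls too many genes. When each library of the compared groups with 3 libraries was left out in turn, edgeR called between 0 and 3 genes in PMNs, with 3 genes without replicate 1 and 0 genes without replicate 2 or replicate 3 of the sham RIPC group, where at least 1061 genes had an unadjusted p-value under 0.05. In TECs, these fits called 0 genes, with between 593 and 1127 genes at an unadjusted p-value under 0.05. All libraries of one group lay above all libraries of the other for 3188 tested genes in PMNs, a share of 12.8% against a mean of 15.5% over the 10 splits of these libraries into groups of the same sizes, and for 2035 tested genes in TECs, a share of 7.85% against a mean of 7.61% over the 10 splits there. The gene called in PMNs was F10 (ENSMUSG00000031444.16), which encodes coagulation factor X and lies on chromosome 8 of GRCm38 from 13037308 to 13056676. F10 had 49.6 ± 12.2 normalized counts (SD, n = 2) in the control group and 0.386 ± 0.171 (SD, n = 3) in the RIPC group, a log2 fold change of -6.99 (standard error 0.61, adjusted p = 0.0270 from edgeR). The adjusted p of F10 was 0.0856 without replicate 2 and 0.104 without replicate 3 of the sham RIPC group, within a range from 8.42e-09 to 1.00 over the alternative edgeR fits. Of the genes that could be read in the volcano plots of Figure 2, 45 came from PMNs and 34 from TECs after sham surgery, and all of them changed in the direction shown there. In PMNs, 0 of these genes had an edgeR adjusted p-value under 0.05 over all genes tested, 43 had one adjusted over the list alone, and 43 had an unadjusted p-value under 0.05. In TECs, these numbers were 0, 24 and 26. Since the study chose the genes on these libraries, the count adjusted over the list alone is not independent evidence.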

In animals receiving RIPC before IRI, 86 genes in neutrophils and 39 genes in renal tubular epithelial cells (Figure 2, E–H) were differentially regulated compared with IRI without RIPC. 

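After IRI, edgeR called 0 genes in PMNs and 1 gene in TECs as differentially regulated between the RIPC and the control group, while 680 genes in PMNs and 1128 genes in TECs had an unadjusted p-value under 0.05. The number of genes with an s value under 0.01 was 39 in PMNs and 248 in TECs in the fit to all 4 groups, and 326 in PMNs and 206 in TECs in the fit to the compared groups alone. Both fits shared 30 genes in PMNs and 98 genes in TECs. The effect of RIPC differed between sham surgery and IRI for 0 genes in either cell type (interaction term in edgeR), with 1434 genes in PMNs and 1869 genes in TECs at an unadjusted p-value under 0.05. Leaving out each library of the IRI RIPC groups in turn gave 0 genes in PMNs, with between 488 and 526 genes at an unadjusted p-value under 0.05. In TECs it gave between 1 and 9 genes, with 9 genes without replicate 1 and 4 genes without replicate 2 of the IRI RIPC group. The IRI control groups had 2 libraries, and none of these was left out. The libraries of the groups did not overlap for 4118 tested genes in PMNs (16.5%) and for 4314 tested genes in TECs (16.6%). The mean over the 10 splits of these libraries into groups of the same sizes was 16.2% in PMNs and 16.3% in TECs. Both shares lay within the range over these splits, 14.9% to 17.1% in PMNs and 13.8% to 18.3% in TECs. The gene called in TECs was Narfl (ENSMUSG00000002280.11), on chromosome 17 of GRCm38 from 25773776 to 25783332. Narfl had 13.5 ± 0.921 normalized counts (SD, n = 2) in the control group and 0.0306 ± 0.0530 (SD, n = 3) after RIPC, at least 102-fold lower, with a log2 fold change of -8.61 (standard error 1.09, edgeR adjusted p = 0.0333). Its adjusted p was 0.0659 without replicate 3 of the IRI RIPC group, and it ranged from 1.01e-09 to 0.924 over the alternative edgeR fits. After sham surgery, Narfl had 83.6 ± 12.4 normalized counts (SD, n = 3) in the control group and 109 ± 23.6 (SD, n = 3) in the RIPC group, and the interaction term had a log2 fold change of -8.99 (edgeR adjusted p = 0.133). The volcano plots of Figure 2 name 27 readable genes in PMNs and 22 in TECs after IRI, all changed in the direction shown. Over all genes tested, 0 of those in PMNs and 1 of those in TECs had an edgeR adjusted p-value under 0.05. There were 20 in PMNs and 8 in TECs adjusted over the list alone, and 22 in PMNs and 14 in TECs at an unadjusted p-value under 0.05.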

In polymorphonuclear neutrophils (PMNs) isolated from animals receiving RIPC before IRI, we found differential expression of genes governing nuclear signaling (*Mfap3L*), cell proliferation, differentiation, and cell death (*Smad3*); physiological plasticity; and cellular stress response (*Oma1*). 

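Mfap3l (ENSMUSG00000031647.10) is a protein-coding gene on chromosome 8 of GRCm38 from 60632827 to 60676729. In PMNs after IRI, both control libraries had 0 reads of Mfap3l, and the RIPC group had 3.11 ± 1.09 normalized counts (SD, n = 3), at least 26.2-fold higher. The fitted log2 fold change was 9.21 (standard error 1.96, adjusted p = 0.920 from edgeR). Smad3 (ENSMUSG00000032402.12), on chromosome 9 from 63646767 to 63757994, likewise had 0 reads in both control libraries and 40.3 ± 32.6 normalized counts (SD, n = 3) in the RIPC group, at least 340-fold higher. Its libraries with RIPC had 464, 613 and 2021 reads, and the fitted log2 fold change of 12.91 (standard error 1.93) had the same edgeR adjusted p as that of Mfap3l. Oma1 (ENSMUSG00000035069.3), on chromosome 4 from 103313812 to 103371868, changed in the other direction. It had 8.85 ± 3.09 normalized counts (SD, n = 2) in the control group and 0 reads in the 3 libraries with RIPC, at least 74.7-fold lower. The fitted log2 fold change of Oma1 was -10.72 (standard error 2.37), again with that adjusted p. Without each RIPC library in turn, the direction of each of Mfap3l, Smad3 and Oma1 was kept, with edgeR adjusted p-values between 0.942 and 0.959. DESeq2 with apeglm on all 4 groups called Smad3 (s = 2.55e-06), but neither Mfap3l (s = 0.379) nor Oma1 (s = 0.481). Each of the 3 genes was called by edgeR when each file was entered as a replicate, with an adjusted p of 3.21e-04 for Mfap3l, 5.91e-05 for Smad3 and 0.00612 for Oma1, the lowest over the alternative edgeR fits, whose highest value was 1. That fit counts the 2 files of one library as separate replicates, so its p-values are too small. After sham surgery, the normalized counts in PMNs were 6.47 ± 2.23 (SD, n = 2) without and 15.2 ± 8.90 (SD, n = 3) with RIPC for Mfap3l, 3.25 ± 0.650 and 16.2 ± 8.16 for Smad3, and 7.70 ± 2.67 and 22.7 ± 34.8 for Oma1.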

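Trp53rkb (ENSMUSG00000042854.9) lies on chromosome 2 of GRCm38 from 166792531 to 166799505. In TECs after IRI, it had 0 reads in both control libraries and 7.02 ± 5.94 normalized counts (SD, n = 3) in the RIPC group, at least 53.0-fold higher, with a fitted log2 fold change of 10.43 (standard error 3.10, edgeR adjusted p = 0.778). The libraries with RIPC had 254, 239 and 4 reads. Trp53rka, on the same chromosome from 165490110 to 165493324, shares 13.1% of the 5750 stretches of 50 bases in the transcripts of Trp53rkb, so that some reads can belong to either gene. Trp53rka had 486 and 688 reads without RIPC and 143, 447 and 11 reads with RIPC, and the reads of both genes together were 486 and 688 without RIPC and 397, 686 and 15 with RIPC. Ankrd28 (ENSMUSG00000014496.8), on chromosome 14 from 31698768 to 31830651, had 0.671 ± 0.140 normalized counts (SD, n = 2) in the control group and 9.99 ± 7.43 (SD, n = 3) in the RIPC group, a log2 fold change of 3.89 (standard error 1.72), with the same edgeR adjusted p as Trp53rkb. H2-DMb1 (ENSMUSG00000079547.4), on chromosome 17 from 34153072 to 34160230, had 0.263 ± 0.372 normalized counts (SD, n = 2) in the control group and 24.4 ± 18.8 (SD, n = 3) in the RIPC group. Its log2 fold change was 6.49 (standard error 1.66, edgeR adjusted p = 0.652). The neighboring gene H2-DMb2 shares 22.7% of the 1629 stretches of 50 bases of H2-DMb1, and it had 100 and 115 reads without RIPC and 308, 135 and 115 reads with RIPC. Trp53rkb, Ankrd28 and H2-DMb1 stayed higher with RIPC in each fit that left out 1 library of the RIPC group, with adjusted p-values between 0.515 and 0.800 for Trp53rkb, between 0.759 and 0.800 for Ankrd28 and between 0.406 and 0.586 for H2-DMb1. DESeq2 with apeglm on all 4 groups called each of them, with s values of 2.26e-04 for Trp53rkb, 6.37e-04 for Ankrd28 and 2.92e-09 for H2-DMb1. On the compared groups alone it called H2-DMb1 (s = 2.42e-04), but neither Trp53rkb (s = 0.377) nor Ankrd28 (s = 0.0203).

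**Figure D1:**
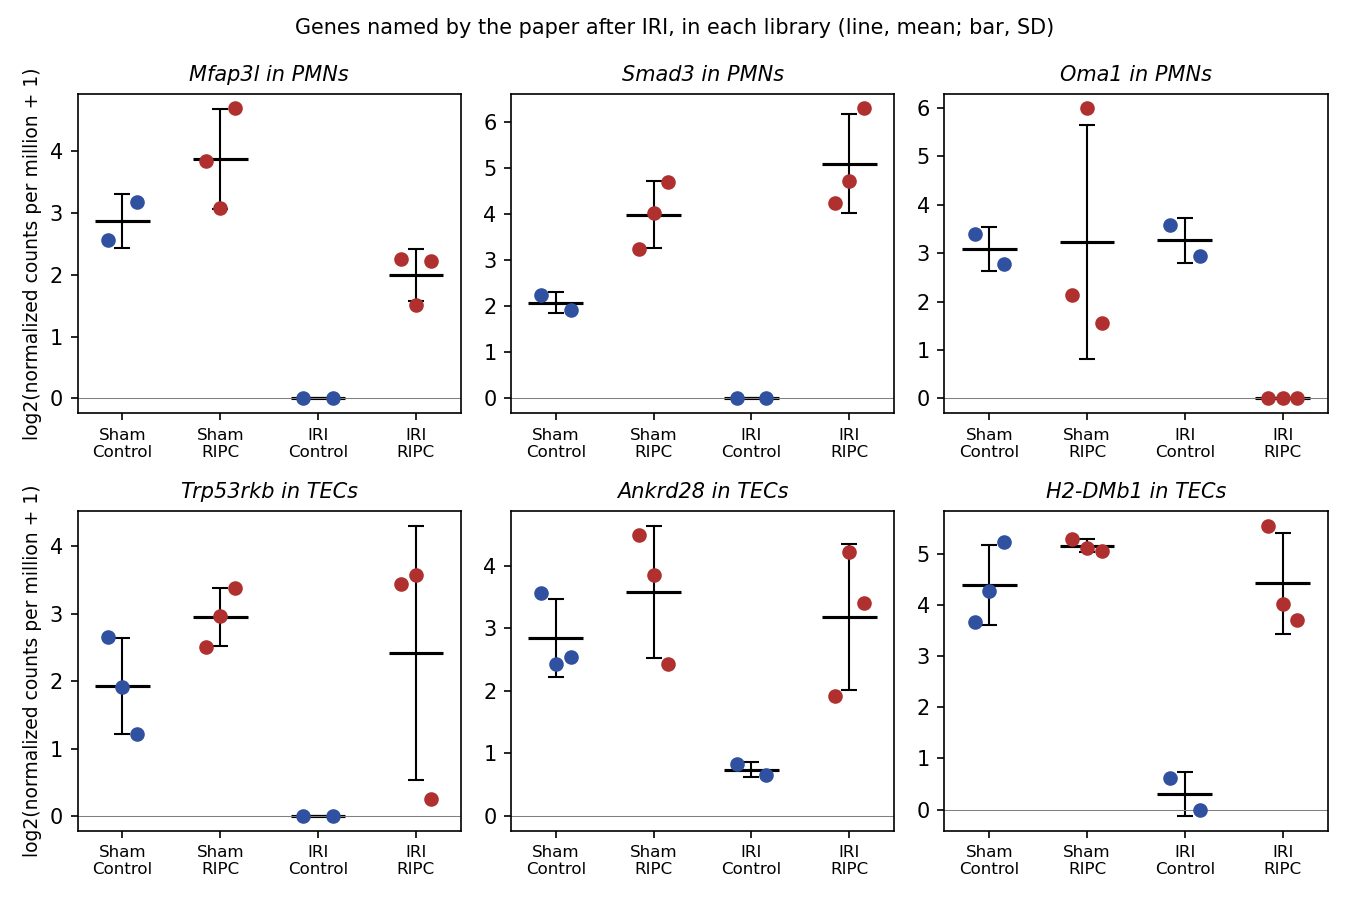
Normalized counts (CPM) of Mfap3l, Smad3 and Oma1 in PMNs and of Trp53rkb, Ankrd28 and H2-DMb1 in TECs, as log2 of the value plus 1, in each library of the 4 groups; the line is the mean and the bar the SD. After IRI, Mfap3l, Smad3 and Trp53rkb stand at 0 in the 2 control libraries and Oma1 stands at 0 in the 3 libraries with RIPC.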

In renal tubular epithelial cells, genes that modulate nuclear transcription factor activity (e.g., *Trp53rkb*, *Ankrd28*) and molecules involved in pattern recognition (*H2DMb1*) were significantly upregulated.

### HMGB1 acts by binding to TLR4 on murine renal tubular epithelial cells.

The administration of recombinant HMBG1 (rHMGB1) at a low concentration of 0.3 μg/mouse before inducing renal IRI significantly attenuated both neutrophil recruitment and serum creatinine increase (Figure 3, A and B). This protective effect was completely reversed when TLR4 was pharmacologically blocked by TAK-242 (3 mg/kg i.p.), which blocks the HMGB1 binding site on TLR4 before renal IRI was applied (Figure 3, A and B) (33). Likewise, blocking TLR4 also completely abrogated the protective effects of RIPC (Figure 3, A and B). Interestingly, the administration of rHMGB1 at higher concentrations of 3 and 30 μg/mouse injected i.v. before inducing renal IRI significantly increased both neutrophil recruitment and serum creatinine levels, and these effects were reversed by simultaneous administration of TAK-242 (3 mg/kg i.p.) — suggesting that lower HMGB1 levels have a protective effect, whereas higher levels induce inflammation and reduced kidney function (Figure 3, A and B). Furthermore, the protective effect of RIPC on the development of IRI-induced AKI was also completely abrogated in conditional TLR4-KO mice specifically lacking TLR4 on renal tubular epithelial cells, where the cell-specific deletion of TLR4 was achieved by using Ksp-Cre mice, allowing us to selectively target proteins in proximal tubules for genetic ablation (TLR4^fl/fl^Ksp-Cre^+/T^, or TLR4/Ksp-Cre; Figure 3, C and D). RIPC induced the increase of the combined product of the biomarkers ([TIMP-2]*[IGFBP7]) in the urine of WT mice before inducing renal IRI, but it did not do so in TLR4/Ksp-Cre mice (Figure 3E and Supplemental Figure 7). Likewise, applying RIPC in WT mice led to decreased urinary concentrations of [TIMP-2]*[IGFBP7] 24 hours after IRI, indicative of reduced IRI-induced renal tubular injury (Figure 3, F–H, and Supplemental Figure 7). These protective effects of RIPC were absent in TLR4/Ksp-Cre mice (Figure 3, F–H, and Supplemental Figure 7). The cytokine levels of all chemokines in the homogenate of the kidneys were significantly decreased in WT mice receiving RIPC before inducing renal IRI compared with WT, which did not receive RIPC before inducing renal IRI. However, this was not the case in TLR4/Ksp-Cre mice, suggesting that RIPC reduces the cytokine production in the kidney and subsequently reduces PMN recruitment into the kidneys (Figure 3, I–K).

To demonstrate that the protective effect of RIPC is specifically conveyed by TLR4, we performed IRI with or without prior RIPC in WT and TLR5-KO mice and showed that genetic deletion of TLR5 does not interfere with the protective effect of RIPC (Supplemental Figure 2, A–E). These data support our conclusion that release of HMGB1 from the ischemic tissue elicited by the RIPC procedure causes direct protection from AKI at the renal tubular epithelial cell level in a TLR4-dependent fashion. Interestingly, TLR4 has been shown to be involved in the pathogenesis of IRI-induced AKI, as mice with a global KO of TLR4 were protected from AKI (34). Indeed, the administration of the pharmacological TLR4 blocker TAK-242 before the induction of IRI protects mice from IRI-induced AKI (Supplemental Figure 2, F and G). Interestingly, if mice were neutrophil depleted by using a depleting antibody (clone RB6-8C5, 30 mg/mouse i.p. 24 hours before the experiment) and reconstituted with donor neutrophils isolated form the BM of WT mice, incubation of the donor neutrophils with the TLR4 inhibitor TAK-242 prior to injection into the recipient mice protected the recipient from AKI elicited by subsequent IRI surgery compared with mice that were reconstituted with vehicle-treated neutrophils (Supplemental Figure 2, H and I). Thus, TLR4 on cells other than renal proximal renal tubular epithelial cells (PTECs) (as targeted in our conditional TLR4^fl/fl^ Ksp-Cre mice) such as neutrophils may be the main driver of IRI-induced renal damage.

### The TLR4-dependent signaling triggered by HMGB1 protects the kidney from IRI in vivo in the murine system.

The administration of HMGB1 to WT mice also ameliorated IRI-induced AKI — as shown by reduced neutrophil recruitment into the kidney and reduced serum creatinine levels — which was abolished in TLR4/Ksp-Cre mice, indicating that the specific binding of HMGB1 to TLR4 on renal tubular epithelial cells is required for the protection from IRI-induced AKI in vivo (Figure 4, A and B). Likewise, the administration of HMGB1 before inducing renal IRI led to decreased urinary concentrations of the renal injury biomarkers TIMP-2 and IGFBP7, reduced renal tissue injury 24 hours after IRI, and was absent in TLR4/Ksp-Cre mice (Figure 4, C–E, and Supplemental Figure 7). Other than in WT mice, HMGB1 did not reduce the cytokine levels in the kidneys of TLR4/Ksp-Cre mice (Figure 4, F–H). To exclude that RIPC-induced release of HMGB1 or the administration of HMGB1 at a low dose has a direct effect on neutrophil recruitment, we performed a competitive neutrophil recruitment assay into the kidney. For this purpose, we isolated neutrophils from WT donor mice and incubated the cells with a pharmacological TLR4 receptor blocker or vehicle control and different cell dyes. The cells were reinjected into WT recipient mice in a 1:1 ratio, and mice were subjected to RIPC or control procedure or received rHGMB1 (0.3 μg/mouse) or vehicle control before IRI induction. RIPC did not affect neutrophil recruitment of both neutrophil populations, suggesting that RIPC-induced release of HMGB1 does not directly affect neutrophil recruitment (Figure 4I).

### HMGB1 levels after RIPC are predictive for improved renal function in human patients after cardiac surgery.

We analyzed the urinary concentrations of HMGB1 after RIPC application in a cohort of 240 cardiac surgery patients included in the RenalRIP trial. Baseline demographic data do not differ between the patient groups (24). In total, 62.5% (75 of 120) of patients did not develop AKI within 72 hours after surgery. We observed that an early increase in urinary HMGB1 concentration predicted protection from AKI (Figure 4J). The predictive value was even higher than the early [TIMP-2]*[IGFBP7] increase after RIPC application (Figure 4K). The cutoff value of post-HMGB1 (i.e., the urine HMGB1 level after application of RIPC) in the RIPC cohort, for being protected from AKI, was 46.2 ng/mL (sensitivity 0.69, specificity 0.76). It has been shown that HMGB1 at concentrations of 0.5 μg/mL might enhance neutrophil ROS production in the lung following hemorrhagic shock (35). We analyzed TNF-α release and did not find any significant effect after stimulation with HMGB1 at a concentration of 0.1 μg/mL, which we observe to induce transient, protective cell cycle arrest in renal tubular epithelial cells (Supplemental Figure 3A). Furthermore, the preconditioning of isolated neutrophils with HMGB1 (0.1 μg/mL) did not significantly modulate TNF-α–induced ROS production (Supplemental Figure 3B).

### HMGB1 induces transient TLR4-dependent cell cycle arrest in renal tubular epithelial cells.

In order to investigate whether the induction of cell cycle arrest before renal IRI also has a renoprotective effect in vivo, we injected a potent CDK4/6 inhibitor (PD 0332991, 100 mg/kg) to interrupt the cyclin kinase–dependent cell cycle regulation and induction of G_1_ cell cycle arrest in WT mice before inducing renal IRI (36), which attenuated AKI severity, as shown by a reduction in renal neutrophil recruitment and by serum creatinine levels in the plasma (Figure 5, A and B). In order to test whether low concentrations of HMGB1 induce cell cycle arrest, we used an in vitro cell culture system with isolated murine renal tubular epithelial cells and performed flow cytometry–based cell cycle analysis following the stimulation with HMGB1 (5 ng/mL). To characterize the proximal tubular cells, we analyzed the mRNA expression of prominin-1 (marker for proximal tubules), aquaporin-2 (marker of collecting ducts), and CD31 (marker of endothelial cells). We confirmed by quantitative PCR (qPCR) that the isolated cells were expressing prominin-1 but not Aqp2 or CD31 (Supplemental Figure 4A), thus demonstrating the specificity of the isolation procedure (37). The results from these experiments show that HMGB1 induces cell cycle arrest, with more cells in the cell population persisting in the G_0_/G_1_ phase and less cells proceeding to the G_2_/M phase (Figure 5C). Interestingly, the effect of HMGB1 was abolished by cotreatment with a TLR4 inhibitor (TAK-242, 1 μM), indicating that HMGB1 binding to TLR4 on renal cells is necessary to induce cell cycle arrest in the G_0_/G_1_ phase (Figure 5C) (38). Importantly, blocking RAGE or CXCR4, which are also receptors for HMGB1, did not affect the induction of G_1_ cell cycle arrest by HMGB1 (Supplemental Figure 4B). The TLR4 inhibitor alone did not have an effect on the induction of cell cycle arrest. The HMGB1 concentration we used is lower compared with HMGB1 concentrations observed under conditions of systemic inflammation and did not provoke significant induction of apoptosis in isolated renal tubular epithelial cells (Figure 5D). In contrast, concentrations of HMGB1 higher than 0.5 μg/mL did induce apoptosis, which was blocked by coincubation with the TLR4 inhibitor TAK-242 (Figure 5D). In a time-course analysis, the incubation of isolated renal tubular epithelial cells with HMGB1 (0.1 μg/mL) induced a transient cell cycle arrest with an increased percentage of cells in the G_1_ phase over a period of 8 hours. This transient cell cycle arrest eventually resolved after 8 hours, and the percentage of cells arrested in the G_1_ cell cycle phase decreased again (Figure 5E). In contrast, cells that were exposed to a higher HMGB1 concentration of 10 μg/mL for 1 hour, a concentration that we also found to induce cell apoptosis (Figure 5D), showed persistent cell cycle arrest of the observation period of 48 hours (Figure 5E). The coincubation of HMGB1 (0.1 μg/mL) together with TAK-242 did not induce a transient cell cycle arrest, suggesting that HMGB1 binding to TLR4 on renal tubular epithelial cells is required for this process. We further observed that isolated WT murine renal tubular epithelial cells stimulated with HMGB1 in vitro showed elevated levels of TIMP-2 and IGFBP7 in the supernatant compared with control, which were absent in cells isolated from TLR4-deficient animals (Figure 5, F and G). Accordingly, the application of RIPC caused a significant increase in cells undergoing a transient G_0_/G_1_ cell cycle arrest and less cells in the G_2_/M phase of renal tubular epithelial cells (TECs) isolated from WT mice 4 hours after RIPC procedure compared with renal TECs from control mice not subjected to RIPC (Figure 5H). This effect lasted for up to 8 hours and was not detectable after 12 or 24 hours (data not shown). In addition, application of a CDK inhibitor (PD 0332991, 100 mg/kg) in vivo before the induction of IRI led to a cell cycle arrest with an increased percentage of cells remaining in the G_0_/G_1_ phase (Figure 5I), and it reduced the release of the proinflammatory mediators CXCL1, CXCL2, and IL-6 (Figure 5, J–L). In order to analyze possible effects of CDK inhibition on the cell cycle state of circulating neutrophils and BM-resident CD45^+^ leukocytes, we isolated the cells after administration of a CDK inhibitor and analyzed the cell cycle state. No significant alterations between the groups was observed (data not shown).

### HMGB1 induces NF-κB and AMPKα activation.

HMGB1 activates NF-κB, and NF-κB activation may also induced cell cycle arrest (39). To test if NF-κB signaling might be involved in the regulation of HMGB1-mediated renal protection from AKI, we stimulated isolated renal tubular epithelial cells with HMGB1 (0.1 μg/mL) and observed increased phosphorylation of NF-κB p-p65 (Figure 6A), which is a prerequisite for NF-κB release, nuclear translocation, and NF-κB–induced gene transcription. Interestingly, coincubation with the TLR4 inhibitor TAK-242 nearly completely abrogated NF-κB p-p65 activation (Figure 6A). AMPKα is involved in NF-κB activation, but it is unknown if it plays a role following HMGB1 stimulation. We found AMPKα to be phosphorylated in isolated renal tubular epithelial cells after treatment with HMGB1 (0.1 μg/mL), which again was reversed by coincubation with the TLR4 inhibitor TAK-242 (Figure 6A). HMGB1 stimulation also led to a release of TIMP-2 and IGFBP7, which are both involved in G_1_ cell cycle arrest (Figure 6, B and C). Blocking NF-κB activation inhibited the transient (protective) induction of G_1_ cell cycle arrest in renal tubular epithelial cells needed for protection from AKI (Figure 6D). When administered to mice in vivo prior to RIPC application, NF-κB inhibition and AMPKα inhibition reversed the protective effect of RIPC and caused increased neutrophil recruitment into the kidney (Figure 6E) and elevated serum creatinine levels (Figure 6F). Furthermore, NF-κB inhibition increased urinary concentrations of TIMP-2 and IGFBP7 (Figure 6G and Supplemental Figure 7) and increased renal tubular injury (Figure 6H) 24 hours after the induction of AKI.

### Sema5b upregulation is involved in HMBG1-mediated renal protection.

Semaphorins are in the regulation of various cellular functions (40). We observed a 5.2-fold increase in Semaphorin 5b (Sema5b) expression after RIPC application in renal tubular epithelial cells (Figure 2, C and D) and could confirm Sema5b to be expressed on isolated PTECs — but not neutrophils (Figure 7, A and B). 

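Sema5b (ENSMUSG00000052133.16) lies on chromosome 16 of GRCm38 from 35541145 to 35664732. In TECs after sham surgery, Sema5b had 0.221 ± 0.284 normalized counts (SD, n = 3) in the control group and 14.3 ± 14.7 (SD, n = 3) in the RIPC group. The control libraries had 2, 1 and 14 reads of Sema5b and the libraries with RIPC had 305, 752 and 17 reads. The log2 fold change was 5.99 (standard error 2.34, adjusted p = 0.708 from edgeR). Between 4.84 and 7.87 was found when each library was left out in turn, with edgeR adjusted p-values between 0.651 and 0.996. Sema5b was past the threshold in DESeq2 with apeglm on all 4 groups (shrunken log2 fold change 4.76, s = 0.00246) and on the compared groups alone (5.03, s = 6.45e-04). It was also past it in DESeq2's Wald test, and in edgeR with each file as a replicate (adjusted p = 0.0307, the lowest over the alternative edgeR fits, whose highest value was 1). The latter fit counts the 2 files of one library as separate replicates, so its p-value is too small. After IRI, Sema5b had 0.709 ± 1.00 normalized counts (SD, n = 2) in TECs of the control group and 6.62 ± 7.52 (SD, n = 3) in TECs of the RIPC group, a log2 fold change of 3.21 (edgeR adjusted p = 0.810). The interaction of RIPC and surgery was -2.78 for Sema5b (edgeR adjusted p = 1). In PMNs, the libraries had 171 and 5 reads of Sema5b after sham surgery without RIPC, 0, 1 and 4 reads after sham surgery with RIPC, 1 and 0 reads after IRI without RIPC, and 14, 0 and 0 reads after IRI with RIPC. Sema5b was therefore above 3 reads in 4 of the 10 PMN libraries. From the increase in TECs, the paper turns to Sema5b and its ligand PlexinA1, and from the experiments that follow it concludes that both are involved in the protection of the kidney by RIPC.

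**Figure D2:**
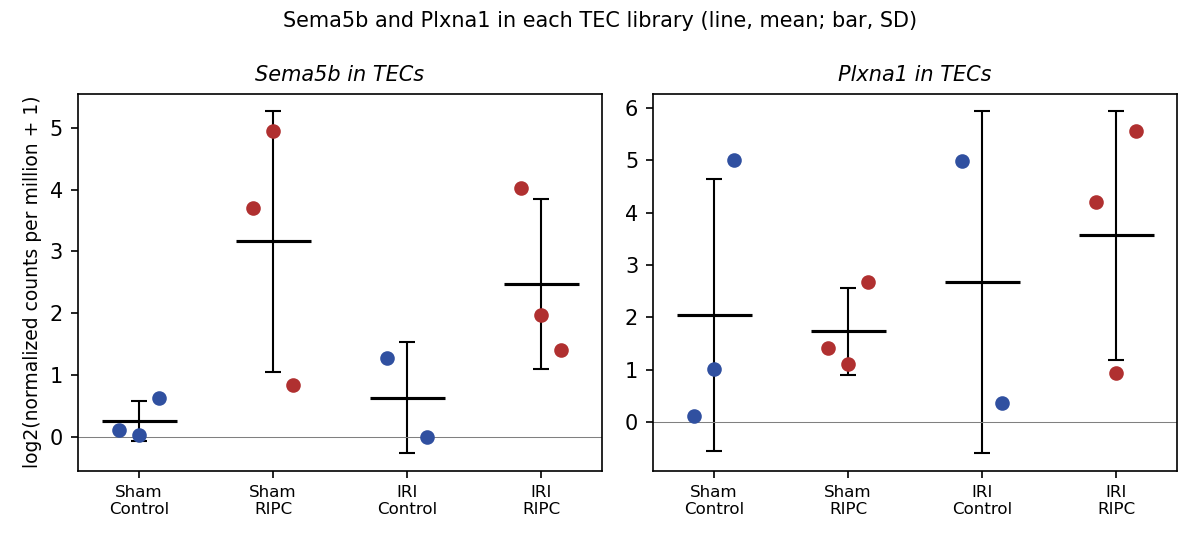
Normalized counts (CPM) of Sema5b and Plxna1, as log2 of the value plus 1, in each TEC library of the 4 groups; the line is the mean and the bar the SD. Sema5b is higher with RIPC in each library after sham surgery, where the third replicate of the RIPC group has 17 reads against 14 in the highest control library.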

Interestingly, Sema5b expression on PTECs was significantly increased following RIPC and after HMGB1 injection, but increased Sema5b expression was lacking following NF-κB inhibition or in TLR4/Ksp-Cre mice (Figure 7, B and C), indicating that RIPC-elicited increased HMBG1 levels mediate Sema5b upregulation on PTECs in a TLR4-dependent manner. Sema5b action involves binding to its endogenous ligand PlexinA1 (41). 

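Plxna1 (ENSMUSG00000030084.11), the gene of PlexinA1, lies on chromosome 6 of GRCm38 from 89316314 to 89362620. In TECs after sham surgery it had 10.7 ± 17.7 normalized counts (SD, n = 3) in the control group and 2.73 ± 2.31 (SD, n = 3) in the RIPC group. The control libraries had 2, 37 and 796 reads of Plxna1, and the libraries with RIPC had 42, 29 and 116 reads. The log2 fold change of -1.97 (standard error 1.90, edgeR adjusted p = 1) did not exceed the spread between replicates. It rested on replicate 3 of the control group, without which the log2 fold change of Plxna1 was 2.28, and it ranged from -2.93 to 2.28 over the fits that left out 1 library. After IRI, Plxna1 had 15.5 ± 21.5 normalized counts (SD, n = 2) in TECs of the control group and 21.5 ± 22.8 (SD, n = 3) in TECs of the RIPC group.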

Interestingly, while Sema5b was approximately 5-fold upregulated in TECs following RIPC (highlighted in Figure 2D), we did not find differential regulation of PlexinA1 mRNA by RNA-Seq analysis in TECs (*P* = 0.059). However, we performed a selective qPCR analysis and could observe significant upregulation of PlexinA1 in TECs after RIPC procedure; this upregulation was even more pronounced after IRI induction (Figure 7D). Furthermore, HMGB1 administration was able to induced cell cycle arrest, with more cells in the cell population persisting in the G_0_/G_1_ phase and less cells proceeding to the G_2_/M phase in isolated WT PTECs, whereas the effect of HMGB1 was abolished in Sema5b-KD PTECs, indicating that Sema5b on renal cells is necessary to induce protective cell cycle arrest in the G_0_/G_1_ phase (Figure 7E). Furthermore, isolated WT PTECs stimulated with HMGB1 in vitro showed elevated levels of TIMP-2 and IGFBP7 in the supernatant compared with control, and this elevation was absent in Sema5b-KD cells (Figure 7, F and G). Similarly, the incubation with recombinant PlexinA1 induced protective cell cycle arrest and increases TIMP-2 and IGFBP7 levels in the cell supernatant, and these effects were abolished in Sema5b-KD cells (Figure 7, H–J).

### Sema5b regulates RIPC-induced renal protection from IRI in vivo.

Both the pharmacological blockade of and genetic ablation of Sema5b abolished the protective effect of RIPC and led to increased neutrophil recruitment into the kidney, elevated serum creatinine levels, and persistently high TIMP-2 and IGFBP7 urine levels 24 hours after IRI induction, indicative of increased renal injury (Figure 8, A–D, and Supplemental Figure 7). In this in vivo experiment, the blocking Sema5b antibody was detectable in proportional levels in the urine of the mice associated with the plasma levels after systemic injection (Figure 8E).

In order to confirm that Sema5b is involved in RIPC-elicited amelioration of AKI, we analyzed the concentrations of Sema5b before and 4 hours after RIPC or sham application in a cohort of cardiac surgery patients of the RIPCrenal trial (31). Urinary Sema5b concentrations were significantly higher in patients receiving RIPC compared with sham patients (Figure 8F).

### TIMP-2 is required for HMGB1- and RIPC-mediated renal protection.

In an attempt to investigate if TIMP-2 not only serves as a biomarker for AKI, but may itself also be involved in the protection from AKI, we pretreated WT and TIMP-2–deficient mice with HMGB1 and subsequently induced AKI using IRI in these animals. In contrast to WT mice, the administration of HMGB1 had no effect in TIMP-2–deficient mice (Figure 9, A–C). Furthermore, RIPC was also unable to lead to any significant effect on neutrophil recruitment, serum creatinine levels, or histology (Figure 9, D–F) in TIMP-2–deficient mice. In addition, the genetic deletion of TIMP abrogated the RIPC-induced G_0_/G_1_ cell cycle arrest (Figure 9G). These findings indicate that TIMP-2 is required for the conveyance of renal protection from IRI-induced AKI elicited by HMGB1 and RIPC.

### RIPC also ameliorates glycerol-induced AKI.

The application of RIPC 15 minutes before the induction of glycerol-induced AKI significantly decreased neutrophil recruitment into the kidney, serum creatinine and urinary renal injury biomarker levels, and histological evidence for renal tubular injury (Supplemental Figure 5, A and B). These data indicate that RIPC may also mediate renal protection from glycerol-induced AKI. The transcription factor p53 induces the upregulation of the cyclin kinase inhibitor p21, which is known to mediate apoptosis in some AKI models, including glycerol-induced and IRI-induced AKI (42). We performed qPCR to investigate p53/p21 activation in the kidney and found both elements to be significantly upregulated after RIPC procedure compared with untreated controls (Supplemental Figure 6).

## Discussion

Our study demonstrates that the release of the endogenous alarmin HMGB1 following RIPC causes the induction of a transient cell cycle arrest in renal tubular epithelial cells by binding of HMGB1 to its receptor TLR4. On a molecular level, this induces the activation of NF-κB by phosphorylation the p65 subunit and the upregulation of Sema5b on PTECs by inducing a transient, protective cell cycle arrest.

RIPC therapy has been controversial. We demonstrated in a multicenter trial that RIPC in high-risk patients undergoing cardiac surgery reduces the occurrence of AKI (24). However, other trials have not shown positive effects, possibly related to the inclusion of lower-risk patients and/or the use of interfering drugs such as propofol (29, 30). Thus, a better understanding of the mechanisms of RIPC-mediated renal protection is essential. As in our clinical study, the application of RIPC in mice induced an early increase of HMGB1 and an early and transient increase of the G_1_ cell cycle arrest markers TIMP-2 and IGFBP7 (24). Interestingly, not all patients receiving the RIPC procedure responded with an early increase of TIMP-2 and IGFBP7 levels before the surgical insult. However, the group of RIPC patients that did respond with early increased levels of TIMP-2 and IGFBP7 after application of RIPC had significantly decreased rates of AKI after the surgery (24). Thus, it is striking that RIPC did not effectively induce a transient, protective cell cycle arrest (as indicated by transient, early increase of TIMP-2 and IGFBP7) in all patients, but if a patient responded to RIPC treatment, the procedure led to protection of the kidneys from subsequent injury. In contrast to the early increase of the cell cycle arrest biomarkers immediately after RIPC application, patients who later developed AKI after the surgical procedure showed a prolonged increase of TIMP-2 and IGFBP7, which may be linked to persistent cell cycle arrest in the kidney and be predictive for the development of an AKI. These findings fit very well with our observations in the murine system where we showed that RIPC caused an elevation of HMGB1 levels in the serum and that pretreatment with HMGB1 alone was sufficient to induce a protective, transient cell cycle arrest and provide renal protection similar to RIPC.

HMGB1 is involved in the pathogenesis of numerous inflammatory processes (43). During systemic inflammation, HMGB1 is also a mediator involved in excessive immune system activation and collateral organ tissue damage (44). Thus, this raises the question as to how HMGB1 released in response to RIPC would elicit renal protection from subsequent renal IRI. Strikingly, HMGB1 is released after RIPC only in very low concentrations compared with the relatively high concentrations of HMGB1 during systemic inflammation (45). These low concentrations appear to be sufficient to induce TLR4-dependent low-grade NF-κB signaling and a transient cell cycle arrest in renal tubular epithelial cells. This is also in line with our observation that RIPC alone induced a low-level increase of HMGB1 in the serum, inducing a protective, transient cell cycle arrest, whereas the IRI causes higher concentrations of HMGB1 in the serum at later time points (>12 hours), and these higher HMGB1 concentrations induced persistent, deleterious cell cycle arrest. The administration of higher doses of rHMGB1 also induced kidney injury. Of note, the unique environment in the renal tubules where concentrated solute, including filtered HMGB1, are available to cell receptors may help explain how very low plasma concentrations of HMGB1 are still pharmacologically active in the kidney. Furthermore, the moderately increased HMGB1 plasma levels after RIPC return to baseline values as soon as 1–4 hours after RIPC. Thus, this tight time course may mitigate the potentially negative effects of prolonged HMGB1 signaling. HMGB1 may also promote the regeneration of nerve cells, remodeling of blood vessels, and recovery of neurological function in the late infarct stage (46). Thus, the molecular mechanisms of HMGB1 may well go beyond inflammation, and further studies should address this. TLR4 on different cell types has different functions in the pathophysiology of IRI-induced AKI (47). Our data suggest that TLR4 on PTECs is not implicated in the development of AKI, since depleting this receptor did not change the severity of AKI. However, TLR4 expression on PTECs is important for mediating the renoprotective effect of RIPC. In contrast, TLR4 on neutrophils is critically involved in the development of AKI because blocking this receptor on PMNs resulted in the attenuation of AKI.

The pathophysiology of AKI involves cell cycle arrest (10). The urinary levels the cell cycle arrest markers TIMP-2 and IGFBP7 have been demonstrated to be valuable biomarkers for AKI (48). Transient G_1_ cell cycle arrest indicated by early and reversible increase of TIMP-2 and IGFBP7 after RIPC application are associated with postoperative renal protection, whereas late and persistent cell cycle arrest is associated with a higher incidence of AKI and renal injury (24). On a cellular level, transient G_1_ cell cycle arrest appears to represent a self-defense program that enables renal epithelial cells to withstand limited periods of cellular stress— e.g., due to diminished oxygen and energy metabolite supply (49). Here, we demonstrate that HMGB1 binding to TLR4 on renal tubular epithelial cells induces G_1_ cell cycle arrest through activation of NF-κB and AMPKα, and subsequent NF-κB activation has been shown to be implicated in the several inflammatory processes (50). Furthermore, NF-κB activation may mediate G_1_ cell cycle arrest, which is also in accordance with our data (39). Semaphorins are currently recognized to control a wide range of cellular functions in various tissues, including the immune system and in the kidney (51, 52). Since Sema5b was indicated by our RNA-Seq analysis as one of the most upregulated genes in PTECs following RIPC, we found Sema5b and the interaction with its endogenous ligand PlexinA1 to be involved in the RIPC- and HMBG1-elicited induction of transient cell cycle arrest and renal protection. This was also supported by the finding that Sema5b levels were increased after application of RIPC in cardiac surgery patients. 

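In TECs after sham surgery, Sema5b had rank 291 by edgeR p-value among the 25917 genes tested. A larger edgeR log2 fold change than that of Sema5b was found for 2164 of these genes. Unlike the fold changes of the paper, these are not shrunken, and they cover all genes tested. In 5951 of the genes tested, a group had at most 3 reads in every library. Among the 55 genes that DESeq2 with apeglm, fitted to all 4 groups, called as higher with RIPC, Sema5b was number 28 by shrunken log2 fold change and number 43 by s value.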

Our data are supported by previous reports on Sema5b expression in the human kidney (53). However, to our knowledge, this is the first report to show the renal protective effect of upregulated Sema5b expression in PTECs; thus, the underlying molecular mechanism of the Sema5b-PlexinA1 interaction warrants further research.

Interestingly, our study also shows that the genetic deletion of TIMP-2 abolished the protective effect of RIPC and HMGB1 pretreatment. Thus, TIMP-2 appears to not only serve as a cell cycle arrest biomarker, but it also seems to be actively involved in mediating transient, protective cell cycle arrest after RIPC application or HMGB1 pretreatment. This finding is also supported by previous studies reporting cell cycle regulation by TIMP-2 (54). To this end, however, it remains unclear how TIMP-2 is mechanistically involved in the pathogenesis of AKI and/or the molecular mechanism providing renal protection from AKI after application of RIPC; further research on this topic is needed.

RIPC possesses the advantage that the intervention is harmless and cheap. Which predisposing factors determine if a patient benefits from RIPC or whether alternative RIPC protocols (e.g., intensity, duration) will result in greater or less response rates is not well known to date and has to be investigated in further studies (31). Here, we unveil that HMGB1 release leading to TLR4-dependent AMPKα and NF-κB activation, followed by TIMP-2–dependent cell cycle inhibition, is part of the underlying molecular signaling pathways governing the conveyance of renal protection by RIPC. This knowledge is important to develop further therapeutic approaches and may also lead to an increase in the proportion of patients who benefit from this preconditioning procedure.

## Methods

### Animals and reagents.

We used 8- to 12-week-old male C57BL/6, Ksp-Cre^+/T^, TLR4^fl/fl^,TIMP-2^–/–^, and Sema5b^–/–^ mice and littermate controls (55–57). The mice were kept in a barrier facility under specific pathogen–free (SPF) conditions. All animal experiments were approved by the institutional review board (Landesamt für Natur-, Umwelt- und Verbraucherschutz Nordrhein-Westfalen; LANUV NRW). Recombinant, full-length disulfide HMGB1 (catalog HM-121) and BoxA (catalog HM-012, produced in *E. coli*, tested LPS free) were obtained from HMGBiotech. The NF-κB inhibitor Bay-117082 was purchased from Merck. Unless otherwise stated, all other reagents were obtained from Sigma-Aldrich.

### RIPC.

RIPC was applied by placing a customized pressure cuff (Kent Scientific) around the hind limb of an anesthetized mouse. The cuff was inflated to 200 mmHg (well above arterial systolic pressure in anesthetized mice) 3 times for 5 minutes with a 5-minute break between the treatments. RIPC treatment was performed 15 minutes prior to induction of AKI.

### Murine AKI model by renal IRI and glycerol injection.

The IRI model has been described previously (58). Briefly, mice were anesthetized with i.p. injections of ketamine (125 mg/kg) and xylazine (12.5 mg/kg) and placed on a heating pad to maintain body temperature. In animals undergoing renal ischemia-reperfusion, kidneys were surgically exposed through access by the retroperitoneal route, and both renal pedicles were clamped off for 32 minutes with hemostatic microclips. After clamp removal, kidneys were checked for a change in color within 3 minutes to ensure reperfusion. In animals subjected to sham operation, the surgical procedure was identical except that no clamps were applied. After surgery, animals were kept under a heating lamp to maintain body temperature and had free access to food and water. Ischemia was induced by clamping of the renal pedicles about 15 minutes after completion of the RIPC procedure. Some mice received rHMGB1 (0.3, 3, or 30 μg/mouse i.v.) before the induction of renal IRI. Glycerol-induced AKI was performed as previously described (42). Some mice were neutrophil depleted by using a depleting antibody (clone RB6-8C5, produced in-house, 30 mg/mouse i.p. 24 hours before the experiment).

### Quantification of renal neutrophil recruitment, serum creatinine levels, and biomarkers.

After 24 hours, the mice were euthanized and blood samples were obtained by heart puncture. After cutting of the vena cava, mice were perfused through the left ventricle, and flushing of kidneys was judged by color change. Kidneys were harvested to determine the number of neutrophils in the kidney. Serum creatinine levels were determined by using a creatinine assay (Diazyme) according to the manufacturer’s protocol. Neutrophil recruitment into the kidneys was determined by flow cytometry as previously described (58). Briefly, after flushing and removal from the body, the kidneys were mechanically minced and enzymatically digested by incubation with collagenase, hyaluronidase, and DNase. After 1 hour, the homogenized kidney tissue was passed over a cell strainer (mesh size 70 μm). Staining was performed with fluorescently labeled antibodies against Ly6G (clone 1A8, BD Biosciences), Ly6B:2 (clone 7/4, Bio-Rad), and CD45 (clone 30-F11, BD Biosciences), and samples were run on a flow cytometer (BD FACSCanto II). Neutrophils were identified as CD45^+^Ly6G^+^Ly6B:2^+^ cells. Absolute neutrophil counts in the samples were analyzed by the use of FACS counting beads. HMGB1, TIMP-2, and IGFBP7 were measured by ELISA kits according to the manufacturers instruction (R&D Systems).

### Measuring chemokine and protein concentrations.

Chemokine concentrations in homogenized tissue samples, supernatants, or serum were measured by ELISAs according to the manufacturer’s protocol (R&D Systems). Sema5b concentrations in human urine were analyzed by ELISAs according to the manufacturer’s protocol (BIOZOL).

### Primary culture of mouse proximal tubular epithelial cells.

Renal tubular epithelial cells were isolated as previously described, with some modifications (37). Briefly, kidneys were removed from mice after sacrifice by cervical dislocation; the capsule was removed, and the organ was mechanically minced. The tissue was transferred to DMEM-F12 containing 1 mg/mL collagenase type II. Kidneys were digested by incubation in collagenase at 37°C for 10 minutes; they were then vortexed for 1 minute and incubated for a further 10 minutes, followed by another vortexing round for 1 minute. The cell solution was transferred through a 30 μm nylon mesh filter, which was rinsed with medium. The solution was collected and centrifuged at 500*g* for 10 minutes at room temperature. The cells were incubated with prominin-1 antibody–coated (clone 13A4, Invitrogen) magnetic microbeads and isolated by use of magnetic separation in an LS column (Miltenyi Biotec). The isolated cells were resuspended in medium on tissue culture plates and incubated at 37°C with 5% CO_2_. The fibroblast content in the tubular epithelial cell culture after the isolation procedure was < 2%.

### Histological examination.

Kidneys were fixed in 4% formaldehyde, embedded in paraffin, and sectioned at 2 μm for H&E staining. Histopathological examination was performed by pathologists blinded to the conditions. Tubular injury was scored by estimating the percentage of tubules in the cortex or the outer medulla that showed epithelial necrosis or had luminal necrotic debris and tubular dilatation as follows: 0 = none; 1 ≤ 5%; 2 = 5%–30%; 3 = 30%–75%; and 4 ≥ 75% (59). For each slide, at least 10 fields were reviewed at a magnification of 200×.

### Western blot.

Isolated murine renal tubular epithelial cells (see description of isolation procedure above) were lysed with RIPA buffer (60). Lysates were boiled with Laemmli sample buffer, run on 10% SDS-PAGE gels and immunoblotted using antibodies against NF-κB p-p65 (clone 93H1, Cell Signaling Technology), pAMPKα (clone D4D6D, Cell Signaling Technology), AMPKα (clone D63G4, Cell Signaling Technology), and p38 (catalog 9212, Cell Signaling Technology); Semaphorin 5b (catalog NBP2-56604, Novus Biologicals); or β-actin (clone AC-15, Sigma-Aldrich). Immunoblots were developed using an ECL system (GE Healthcare).

### Analysis of cell cycle arrest and apoptosis.

Cell cycle analysis was performed by first fixing the cells using cold 70% ethanol for 30 minutes and washing them twice in PBS with centrifugation at 500*g* for 10 minutes at room temperature. RNA was degraded by RNase A (0.1 mg/mL, Sigma-Aldrich) treatment, and nuclear DNA was stained by propidium iodide (1 μg/mL, Invitrogen). Cell cycle analysis was performed using a flow cytometer (BD FACSCanto II), and doublets were excluded by gating on single cells. Doublets were excluded by FACS FSC-A/FSC-H gating. Apoptosis was analyzed by staining for Propidium iodide and annexin V, followed by flow cytometric analysis.

### Effectiveness of RIPC in human cardiac surgery patients.

We included human data from the previous RenalRIP trial, and CONSORT-compliant reporting of the study design of this trial has been published before (24). Briefly, this was a multicenter, randomized-controlled trial including 240 patients undergoing cardiac surgery at high risk for AKI (ID DRKS00005333). Patients were randomly allocated to receive either RIPC (3 cycles of 5-minute cuff inflation to 200 mmHg or ≥ 50 mmHg above the systolic pressure followed by 5-minute cuff deflation) or sham-RIPC. [TIMP-2]*[IGFBP7] and HMGB1 levels were measured immediately after the RIPC/sham-RIPC intervention prior to cardiopulmonary bypass. The primary outcome was occurrence of AKI within 72 hours after cardiac surgery.

### ROS production.

ROS production was analyzed as described previously (61). Briefly, isolated neutrophils were plated on poly-RGD–coated (20 mg/mL) 96-well plates with CaCl_2_ (1 mM), MgCl_2_ (1 mM), and cytochrome c (0.1 mM) in the presence of TNF-α (0.5 mg/mL) and/or SOD (superoxidedismutase, ~45 U), and plates were analyzed on a plate reader.

### RNA-Seq.

RNA was extracted from the sorted cells using a RNeasy Mini Kit (Qiagen). Total RNA samples were mixed with oligo-dT and deoxynucleotide triphosphates (dNTPs), incubated at 72°C, and immediately put back on ice. Reverse transcription into cDNA was performed based on polyA tail. The template was switched at the 5′ end of the RNA, and the full-length cDNA was amplified by PCR. The average molecule length was analyzed using the Agilent Technologies 2100 bioanalyzer instrument. For library construction, PCR products were purified and selected with the Agencourt AMPure XP-Medium kit. DNA was quantified by the Agilent Technologies 2100 bioanalyzer. The double-stranded PCR products were heat denatured and circularized by the splint oligo sequence. The single-strand circle DNA (ssCirDNA) were formatted as the final library. The library was amplified to make DNA nanoball (DNB), which had more than 300 copies of 1 molecule. The DNBs were loaded into the patterned nanoarray, and single-end 50-base reads were generated by sequencing by combinatorial Probe-Anchor Synthesis (cPAS). The RNA-Seq data underwent thorough quality control with FastQC and MultiQC (62), before sequencing adapter trimming was performed with the R package trim-galore. Read-mapping and quantification was performed with Salmon (63) using the Gencode (64) mouse reference transcriptome vM23. The Salmon quasiindex was created with a default k-mer length of 31 and the --gencode flag. The subsequent quantification was performed while accounting for sequence-specific biases like random hexamer priming, which often results in lower base-call quality of the first few bases of a read. Additional parameters included --validateMappings and --rangeFactorizationBins 4 to potentially improve the quantification accuracy. Additionally, the --gcBias flag was used to correct for the slightly skewed GC-content of the reads, which was observed in the quality control step. The transcript counts were summarized to gene level with tximport (65) and supplementary annotation data from Ensembl (66) through the biomaRt-package (67, 68). During this summarization step, allosomal and mitochondrial genes were excluded to decrease (sex-specific) biases. The differential expression analysis was carried out by DESeq2 (69) on the gene-level counts. The reported log fold changes were shrunk with apeglm (70) and *S* values were calculated for statistical significance filtering. For a significant differential gene, we required an *S* value below 0.01. Gene set enrichment analysis was performed for the DE genes with goseq (71) both for Gene Ontology (GO) (72, 73) terms and KEGG pathways (74, 75). The *P* values of the enrichment analyses were corrected for multiple testing, and a significance threshold of FDR < 0.05 was used to determine the terms and pathways with a significantly altered number of DE genes.

### Analysis of p53 and p21 regulation.

RIPC (3 times, 5 minutes each) was induced in mice; the kidneys were surgically removed after 4 hours. Kidneys were homogenized using the IKA T10 basis Homogenizer. Total RNA was extracted using the RNeasy Plus Mini kit (Qiagen) according to the manufacturer’s instructions. RNA was quantified using the NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific). In total, 0.5μg of RNA was then transcribed into cDNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Transcript expression was analyzed in duplicate using the Bio-Rad CFX Connect. Primers were Designed with PrimerBlast (www.ncbi.nlm.nih.gov) with the following parameters: a maximum PCR product size of 200, a minimum intron length of 200, and a condition that primer pairs must be separated by at least 1 intron on the corresponding genomic DNA. Primer melting temperatures were set to a minimum temperature of 59°C, an optimum temperature of 62°C, and a maximum temperature of 65°C. The following primers were used: mus musculus Trp53 transformation related protein 53 (p53), transcript variant 1, mRNA: (For 5′ CCGAAGACTGGATGACTGCCA 3′, Rev 5′ TCAACATCCTGGGGCAGCAA 3′). Mus musculus cyclin-dependent kinase inhibitor 1A (p21), transcript variant 1, mRNA: (For 5′ CGCGGTGTCAGAGTCTAGGG 3′, Rev 5′ ACCGAAGAGACAACGGCACA 3′). Gene expression was normalized to the house keeping gene GAPDH (Mus musculus glyceraldehyde-3-phosphate dehydrogenase (Gapdh), transcript variant 1, mRNA: For 5′ GGCTCATGACCACAGTCCAT 3′, Rev 5′ GCCTGCTTCACCACCTTCT 3′) and then analyzed using the ΔΔCT method.

### Data and materials availability.

All data associated with this study are available in the main text or the supplementary materials. The transcriptomic data in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are accessible through accession no. GSE206091 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206091).

### Statistics.

Statistical analysis was performed with SPSS (version 22.0) using Mann-Whitney *U* (Wilcoxon) test or *t* test (2-tailed) as appropriate. More than 2 groups were compared using 1-way ANOVA followed by Bonferroni testing. Data distribution was assessed using Kolmogorov-Smirnov test or Shapiro-Wilks test. All data are represented as mean ± SEM. *P* < 0.05 was considered as statistically significant. For in vivo experiments, the provided *n* is the number of animals used per experiment. For in vitro experiments, *n* describes the number of independent experiments, each done at least in technical triplicates. To analyze the efficiency of RIPC (defined as [TIMP-2]*[IGFBP7] and HMGB1 elevation immediately after RIPC) for renal protection, we performed receiver operating characteristic (ROC) analyses and evaluated the AUC including 95% CI.

### Study approval.

All animal experiments were approved by the IRB (LANUV NRW). For studies with human patient material from the patient cohort of the RenalRIP trial (24), ethical approval from the IRBs at each participating study site site was granted, and written informed consent was obtained from the patients before inclusion into the study.

## Author contributions

JR and MM performed the experiments, analyzed the data, and wrote the manuscript in equal amounts and share first authorship based on the amount of contribution; KT, SM, ML, and JS performed experiments; TT analyzed the RNA-Seq data; JAK conceived of the mechanism and contributed to writing the manuscript; PR and HP contributed to writing the manuscript; and AZ conceived of the study, analyzed the data, and contributed to writing the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
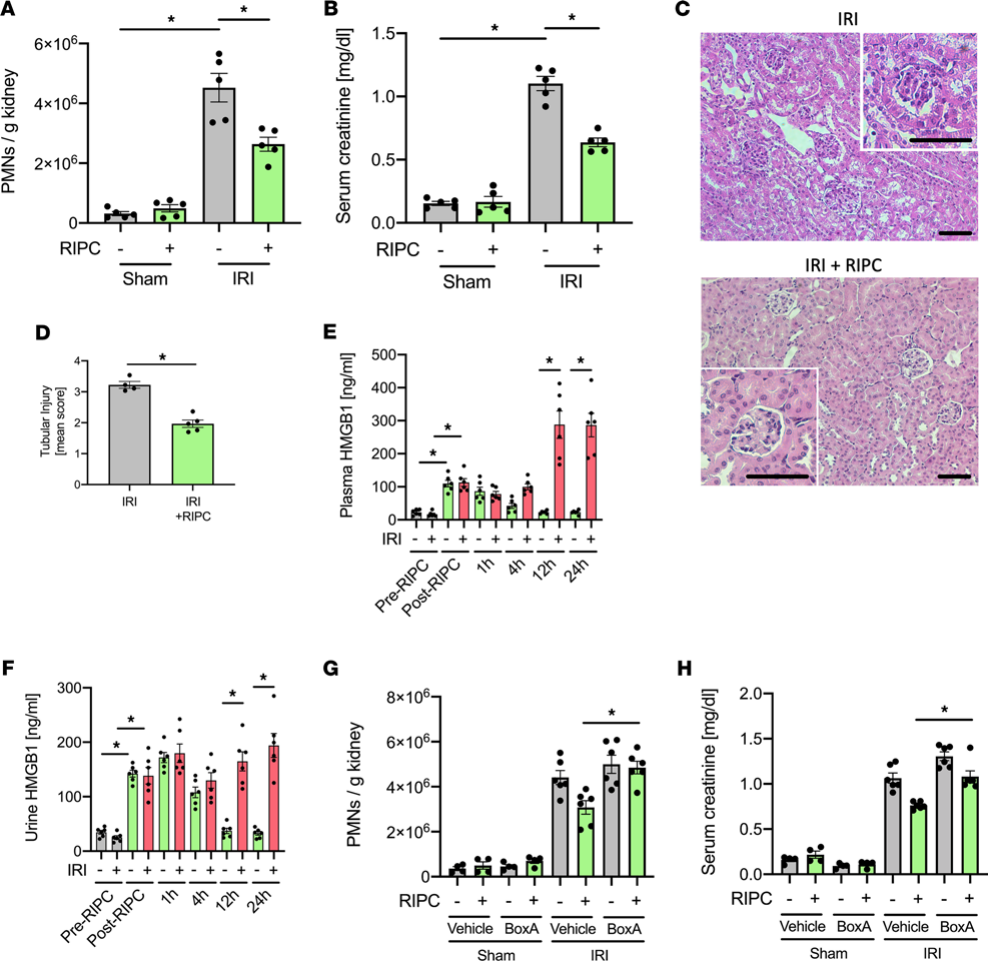
Remote ischemic preconditioning (RIPC) protects the murine kidney from IRI by HMGB1 signaling in vivo. After induction of general anesthesia WT mice received either 3 cycles of 5-minute RIPC by inflation of a blood pressure cuff (200 mmHg) positioned to upper leg of the hind limb interrupted by 5-minute reperfusion intervals following cuff deflation. In the control group, the cuff was inflated to 20 mmHg, not resulting in limb ischemia. IRI was induced in WT mice by clamping of the renal pedicles for 32 minutes. Twenty-four hours after the surgery, mice were sacrificed. (**A**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 5). (**B**) Serum creatinine levels were measured by a photometric assay (*n* = 5). (**C** and **D**) Exemplary histological images and quantification of histological tubular injury (*n* = 4–5). Scale bar: 100 µm. (**E** and **F**) Plasma HMGB1 levels and urinary HMGB1 levels were analyzed before and after RIPC or control procedure (*n* = 6). Some mice received either BoxA or a vehicle control before inducing RIPC prior to renal IRI. Twenty-four hours after IRI, mice were sacrificed. (**G**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4-6). (**H**) Serum creatinine levels were measured by a photometric assay (*n* = 4-6). Mann-Whitney *U* test (**D**) and 1-way ANOVA followed by Bonferroni testing (**A**, **B**, and **E**–**H**) were used for statistical analysis; *P < 0.05.

**Figure 2:**
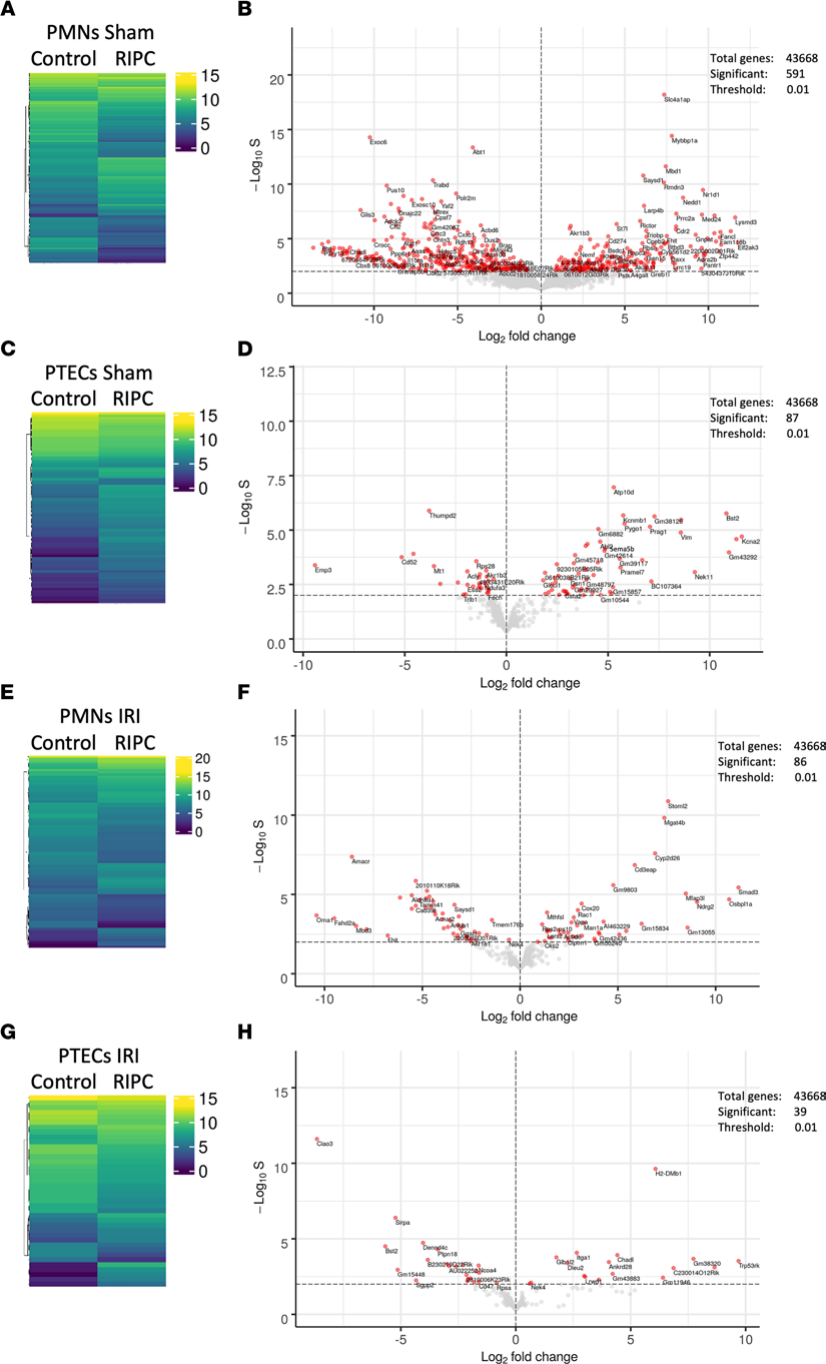
RIPC induces differential transcriptomic reprogramming in murine neutrophils and renal tubular epithelial cells. After induction application of RIPC or control procedure, IRI was induced in WT mice by clamping of the renal pedicles for 32 minutes. Twenty-four hours after the surgery, mice were sacrificed. In order to conduct RNA-Seq, neutrophils and proximal renal tubular epithelial cells (PTECs) were isolated 24 hours after the IRI procedure (*n* = 3 biological replicate libraries per group). (**A**–**H**) Heatmaps with hierarchical tree and volcano plots comparing differences of RNA-Seq–based gene expression values in PMNs from sham mice (**A** and **B**) and IRI mice (**E** and **F**), as well as from PTECs from sham mice (**C** and **D**) and IRI mice (**G** and **H**). Biostatistical analysis described in Methods; *P <0.05.

**Figure 3:**
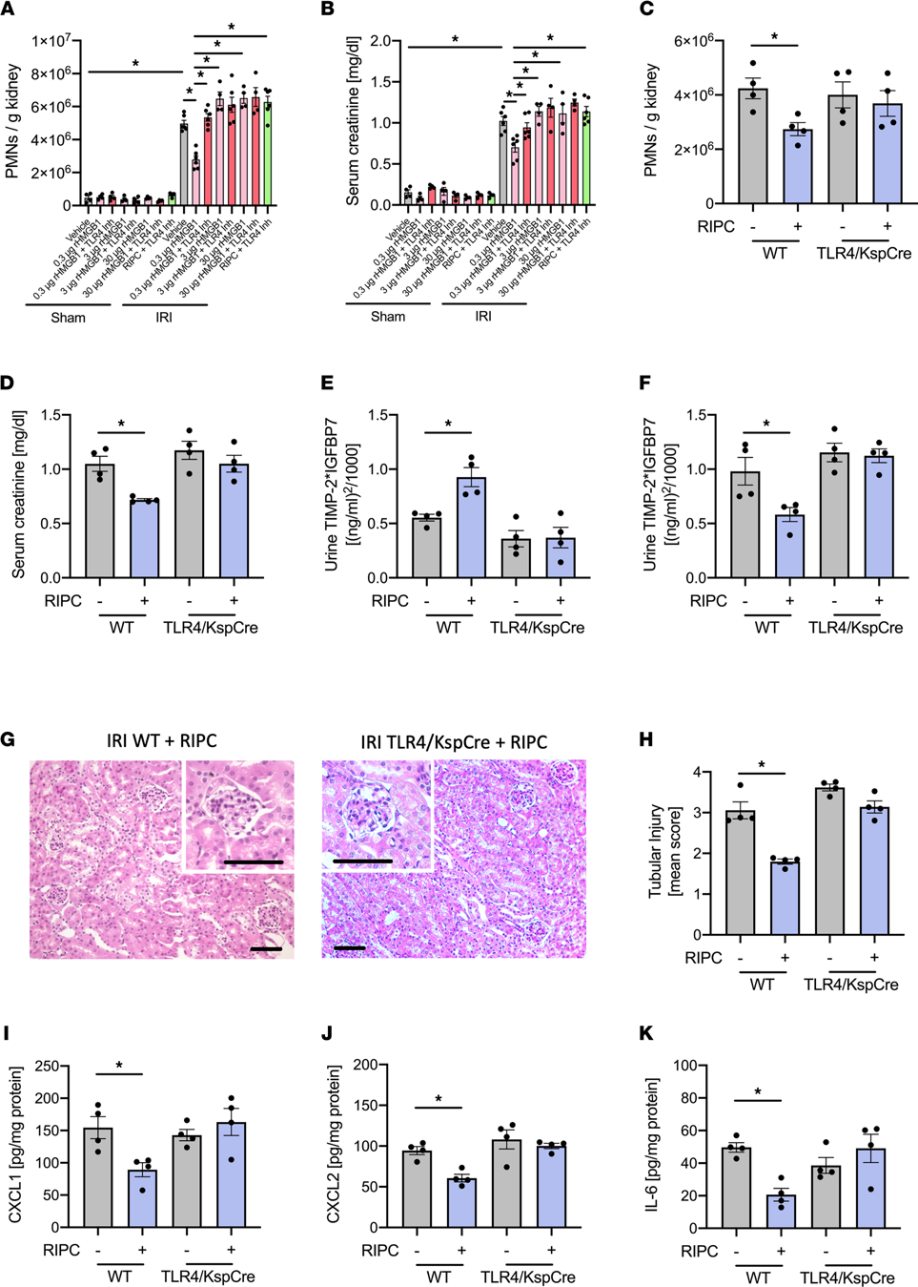
Administration of HMGB1 protects from AKI, and blocking HMGB1 abrogates the protective effect of RIPC. After induction of general anesthesia, renal IRI was induced in WT mice by clamping of the renal pedicles for 32 minutes. Some groups received rHMGB1 (0.3, 3, or 30g/mouse) or rHMGB1 plus a TLR4 inhibitor before the induction of renal IRI. Twenty-four hours after the surgery, mice were sacrificed. (**A**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4–6). (**B**) Serum creatinine levels were measured by a photometric assay (*n* = 4–6). In additional experiments, IRI was induced in WT control and TLR4^fl/fl^/Ksp-Cre^+/T^ mice, which did or did not receive RIPC prior to IRI induction by clamping of the renal pedicles for 32 minutes. Twenty-four hours after the surgery, mice were sacrificed. (**C**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). (**D**) Serum creatinine levels were measured by a photometric assay (*n* = 4). (**E** and **F**) The biomarkers TIMP-2 and IGFBP7 were measured in urine samples after RIPC application (**E**) and 24 hours after IRI (**F**). (**G** and **H**) Exemplary histological images and quantification of histological tubular injury (*n* = 4). Scale bar: 100 µm. (**I**–**K**) The levels of the chemokines CXCL1 (**I**), CXCL2 (**J**), and IL-6 (**K**) in kidney tissue homogenisates were analyzed by ELISAs (*n* = 4). One-way ANOVA followed by Bonferroni testing was used for statistical analysis; *P < 0.05.

**Figure 4:**
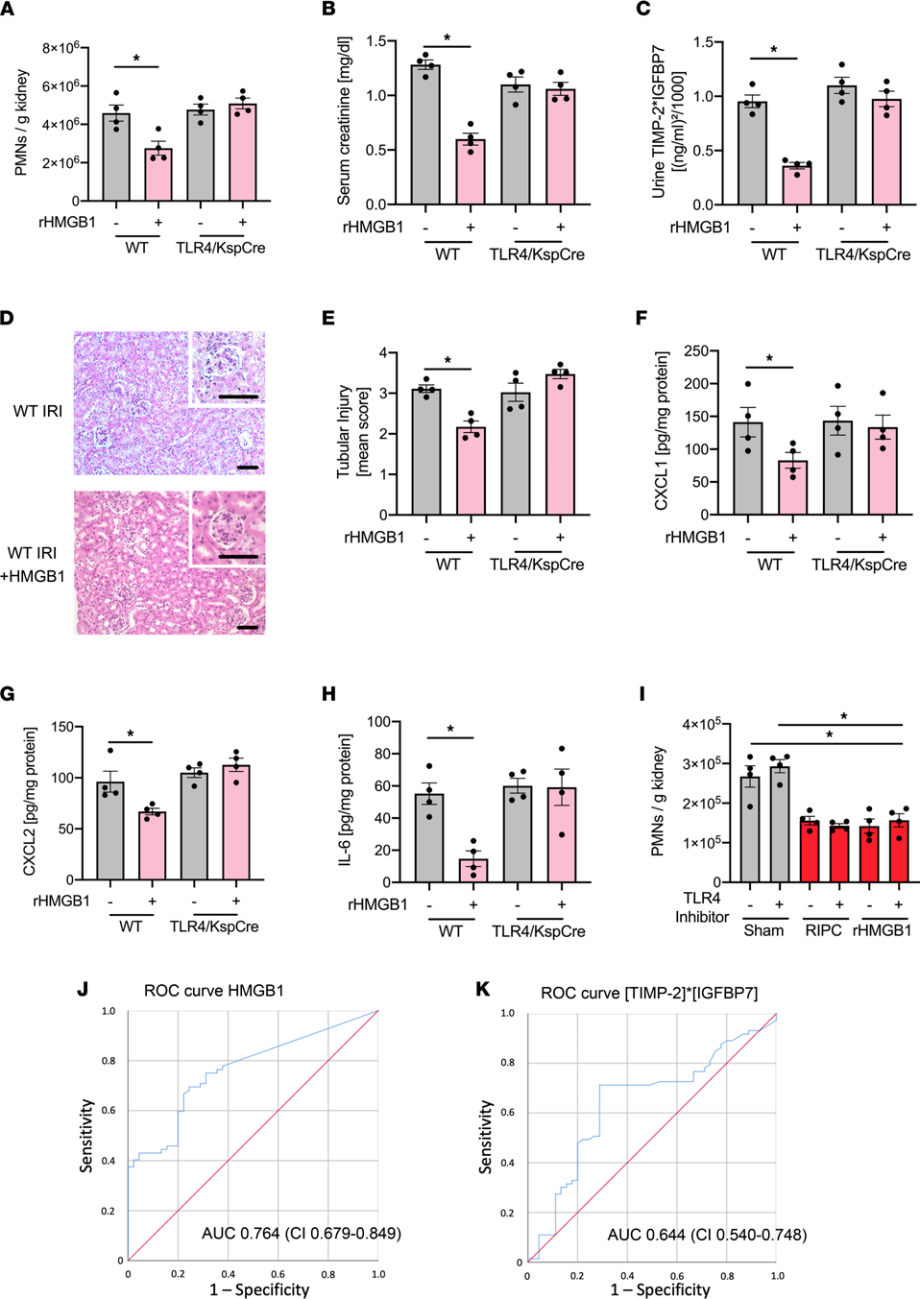
The TLR4-dependent signaling triggered by HMGB1 protects the kidney from ischemia-reperfusion injury in vivo in the murine system and in humans. After induction of general anesthesia, renal IRI was induced in WT mice by clamping of the renal pedicles for 32 minutes. Some WT and TLR4^fl/fl^/Ksp-Cre^+/T^ mice received HMGB1 prior to IRI procedure. Twenty-four hours after the surgery, mice were sacrificed. (**A**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). (**B**) Serum creatinine levels were measured by a photometric assay (*n* = 4). (**C**) The biomarkers TIMP-2 and IGFBP7 were measured in urine samples 24 hours after renal IRI (*n* = 4). (**D** and **E**) Exemplary histological images and quantification of histological tubular injury (*n* = 4). Scale bar: 100 µm. (**F**–**H**) The levels of the chemokines CXCL1 (**F**), CXCL2 (**G**), and IL-6 (**H**) in kidney tissue homogenisates was analyzed by ELISAs (*n* = 4). WT Neutrophils were isolated and incubated with a pharmacological TLR4 receptor blocker or vehicle control, reinjected into WT recipient mice in a 1:1 ratio, and mice were subjected to RIPC or control procedure or were injected with rHMGB1 (0.3 μg/mouse i.v.) or vehicle control procedure before IRI induction. (**I**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). Receiver operating characteristic analyses in patients receiving RIPC. (**J**) AUC for HMGB1. (**K**) AUC for [TIMP-2]*[IGFBP7]. One-way ANOVA followed by Bonferroni testing was used for statistical analysis; *P < 0.05.

**Figure 5:**
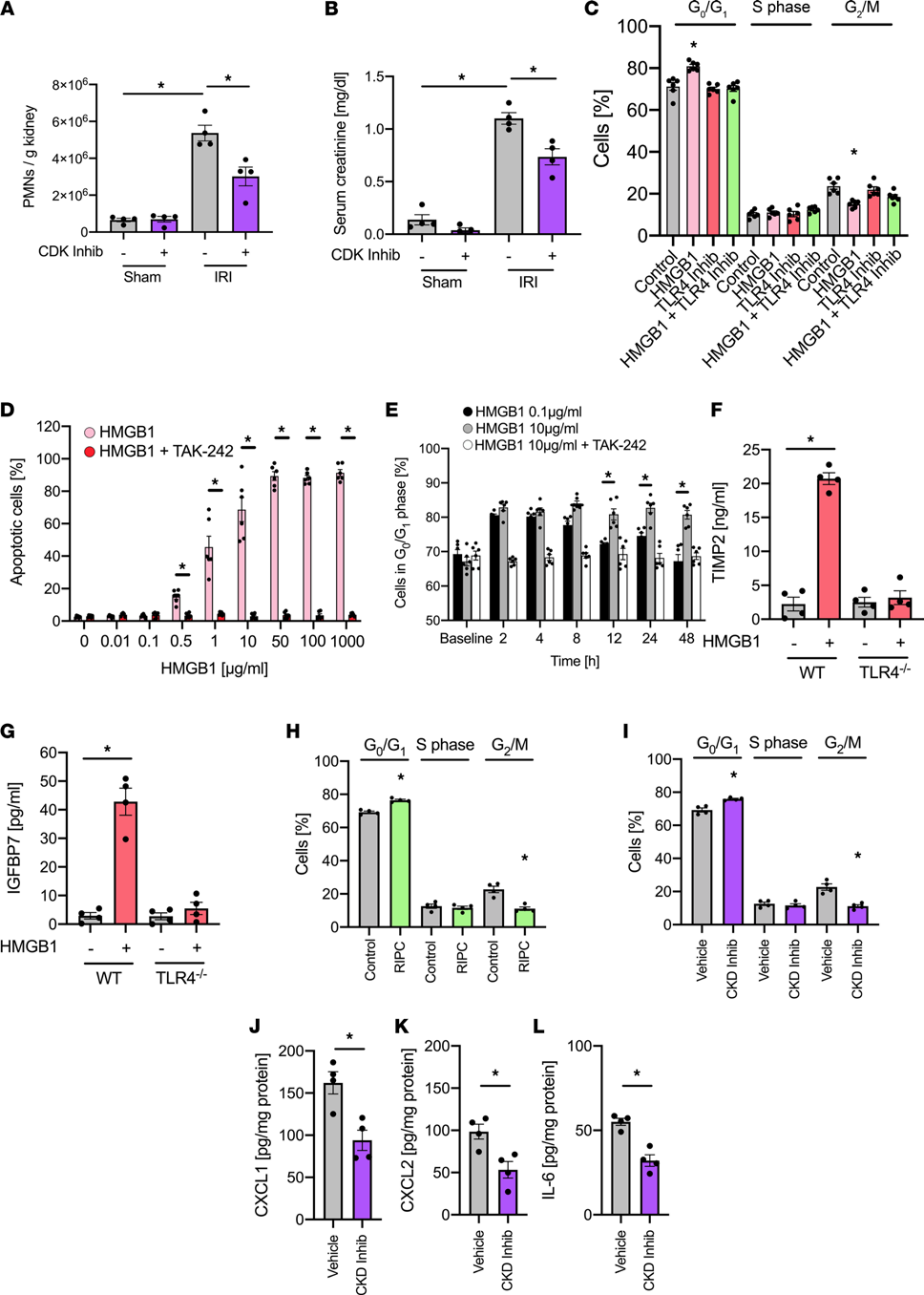
HMGB1 induces TLR4-dependent cell cycle arrest in renal tubular epithelial cells. After induction of general anesthesia, renal IRI was induced in WT mice by clamping of the renal pedicles for 32 minutes. Some mice received a cyclin-dependent kinase (CDK) inhibitor (PD0332991, 100 mg/kg) or a control before inducing renal IRI. Twenty-four hours after the surgery, mice were sacrificed. (**A**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). (**B**) Serum creatinine levels were measured by a photometric assay (*n* = 4). (**C**) Isolated murine renal tubular epithelial cells were treated with control, HMGB1 (0.1 μg/mL), a TLR4 inhibitor (TAK-242), or HMGB1 together with TLR4 inhibitor in vitro for 24 hours. Cell cycle analysis was performed by measuring cellular DNA content by flow cytometry (*n* = 6). (**D**) Isolated murine renal tubular epithelial cells were treated with different concentrations of HMGB1 in presence or absence of of TLR4 inhibitor (TAK-242), and cell apoptosis was analyzed by propidium iodide/annexin V staining and flow cytometry (*n* = 6). (**E**) Isolated murine renal tubular epithelial cells were treated with HMBG1 0.1 μg/mL, HMGB1 10 μg/mL, or HMGB1 10 μg/mL plus TLR4 inhibitor (TAK-242) for 1 hour. The proportion of cells in G_0_/G_1_ phase was analyzed by measuring cellular DNA content by flow cytometry (*n* = 6). (**F** and **G**) Isolated murine renal tubular epithelial cells from WT and TLR4^fl/fl^/Ksp-Cre^+/T^ mice were treated with HMGB1 and TIMP-2 (**F**) and IGFBP7 (**G**) released into the supernatant were analyzed by ELISA (*n* = 4). (**H** and **I**) Cell cycle arrest in renal tubular epithelial cells was analyzed by flow cytometry (*n* = 4). (**J**–**L**) The levels of the chemokines CXCL1 (**J**), CXCL2 (**K**), and IL-6 (**L**) in kidney tissue homogenisates were analyzed by ELISAs (*n* = 4). Mann-Whitney *U* test (**J**–**L**) and 1-way ANOVA followed by Bonferroni testing (**A**–**I**) were used for statistical analysis; *P < 0.05.

**Figure 6:**
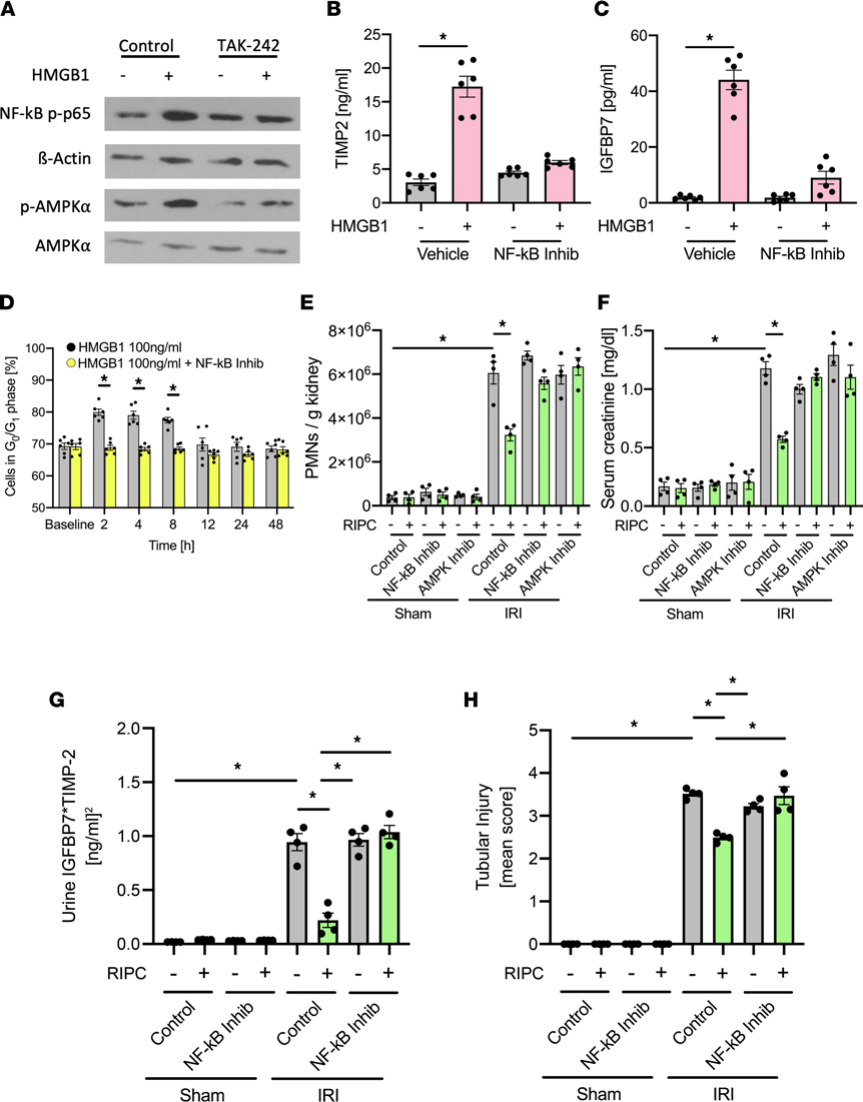
HMGB1 induces NF-κB and AMPKα activation. (**A**) Isolated murine renal tubular epithelial cells were incubated with HMBG1 (0.1 μg/mL) or HMGB1 plus TLR4 inhibitor (TAK-242). Activation of NF-κB and AMPKα was detected by Western blotting for NF-κB p-p65 and β-actin as loading control, as well as p-AMPKα and total AMPKα (exemplary blots). Isolated murine renal tubular epithelial cells were incubated with HMBG1 (0.1 μg/mL) or HMGB1 plus NF-κB inhibitor (Bay-117082). (**B** and **C**) TIMP-2 and IGFBP7 were analyzed by ELISAs (*n* = 6). (**D**) Isolated murine renal tubular epithelial cells were treated with HMBG1 (0.1 μg/mL) or HMGB1 in combination with NF-κB inhibitor (Bay-117082). The proportion of cells in G_0_/G_1_ phase was analyzed by measuring cellular DNA content by flow cytometry (*n* = 6). After induction of general anesthesia WT mice received either 3 cycles RIPC or control procedure. Some mice received a NF-κB inhibitor (Bay-117082, 10 mg/kg i.p.) or AMPKα inhibitor before RIPC. Twenty-four hours after IRI induction, mice were sacrificed. (**E**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). (**F**) Serum creatinine levels were measured by a photometric assay (*n* = 4). (**G**) The biomarkers TIMP-2 and IGFBP7 were measured in urine samples 24 hours after inducing renal IRI. (**H**) Renal tubular injury score was assessed based on histology (*n* = 4). One-way ANOVA followed by Bonferroni testing was used for statistical analysis; *P < 0.05.

**Figure 7:**
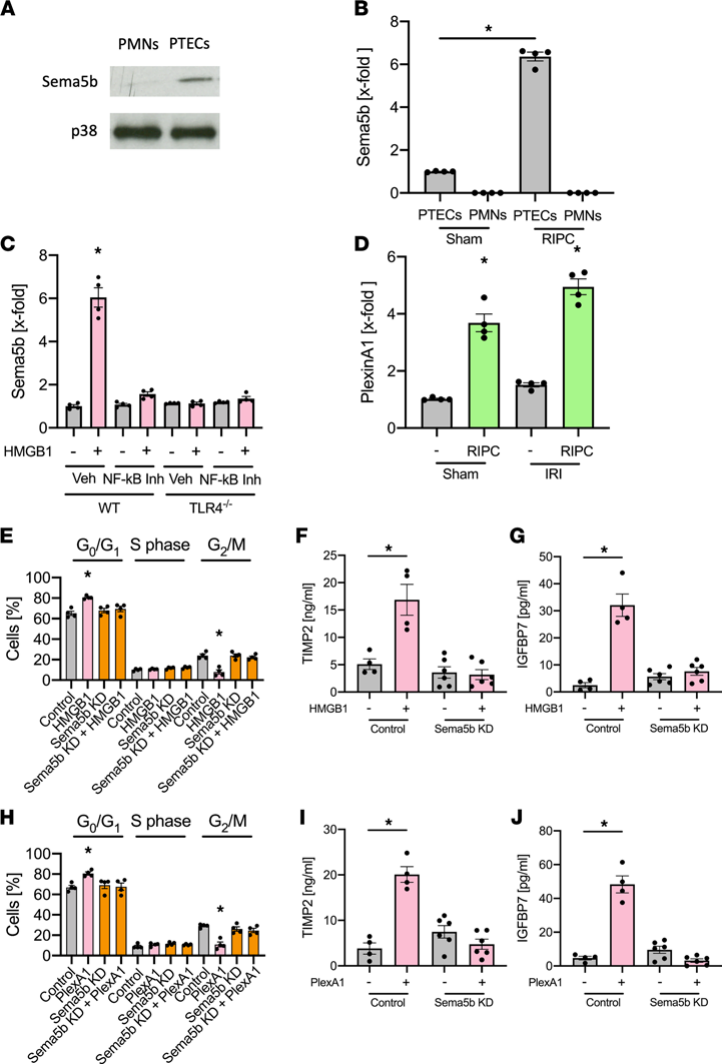
Sema5b upregulation is involved in HMBG1-medieated renal protection. (**A**) Isolated murine renal tubular epithelial cells were lysed, and Sema5b and p38 (as a loading control) was detected by Western blotting (exemplary blot from *n* = 4 independent experiments). (**B**) Murine renal tubular epithelial cells and neutrophils were isolated from WT mice 4 hours after sham or RIPC application, and Sema5b expression was analyzed by qPCR (*n* = 4). (**C**) Murine renal tubular epithelial cells were isolated from WT or TLR4/Ksp-Cre mice 4 hours after injection of rHMGB1 and/or a NF-κB inhibitor (Bay-117082, 10 mg/kg i.p.), and Sema5b expression was analyzed by qPCR (*n* = 4). (**D**) Isolated murine renal tubular epithelial cells were isolated from WT mice 4 hours after RIPC procedure, and Sema5b expression was detected by qPCR (*n* = 4). (**E**) Isolated WT or Sema5B-KD murine renal tubular epithelial cells were treated with control or HMGB1 (0.1 μg/mL) in vitro for 24 hours. (**F** and **G**) Cell cycle analysis was performed by measuring cellular DNA content by flow cytometry, and TIMP-2 (**F**) and IGFBP7 (**G**) released into the supernatant were analyzed by ELISA (*n* = 4–6). (**H**) Isolated WT or Sema5b-KD murine renal tubular epithelial cells were treated with control or PlexinA1 in vitro for 24 hours. (**I** and **J**) Cell cycle analysis was performed by measuring cellular DNA content by flow cytometry and TIMP-2 (**I**) and IGFBP7 (**J**) released into the supernatant were analyzed by ELISA (*n* = 4–6). One-way ANOVA followed by Bonferroni testing was used for statistical analysis; *P < 0.05.

**Figure 8:**
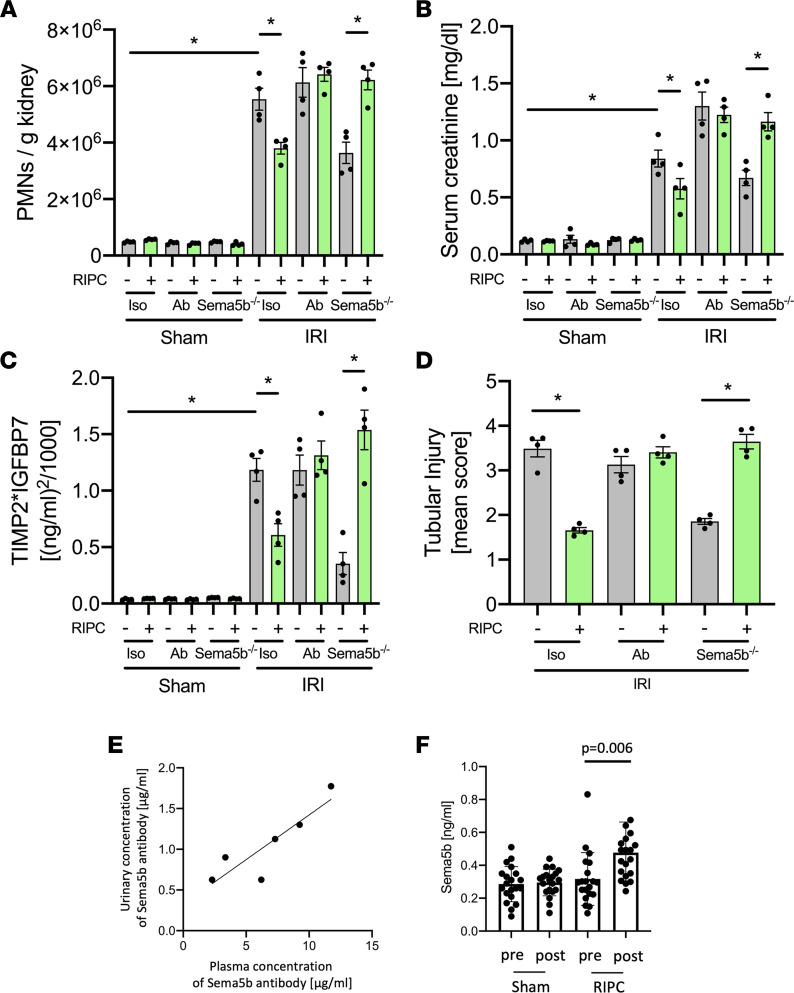
Sema5b regulates RIPC-induced renal protection from IRI in vivo. After induction of general anesthesia, renal IRI was induced in WT and Sema5b-deficient mice by clamping of the renal pedicles for 32 minutes. Some mice received a blocking Sema5b antibody (50 μg/mouse) or were subjected to RIPCs before IRI induction. Twenty-four hours after the surgery, mice were sacrificed. (**A**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). (**B**) Serum creatinine levels were measured by a photometric assay (*n* = 4). (**C**) The biomarkers TIMP-2 and IGFBP7 were measured in urine samples 24 hours after renal IRI (*n* = 4). (**D**) Quantification of histological tubular injury (*n* = 4). (**E**) Detection of injected Sema5b antibody in the plasma and urine by sandwich ELISA (*n* = 6). (**F**) Urinary levels of Sema5b in cardiac surgery patients from the RIPCrenal trial before and 4 hours after RIPC application (*n* = 20/group). One-way ANOVA followed by Bonferroni testing was used for statistical analysis; *P < 0.05.

**Figure 9:**
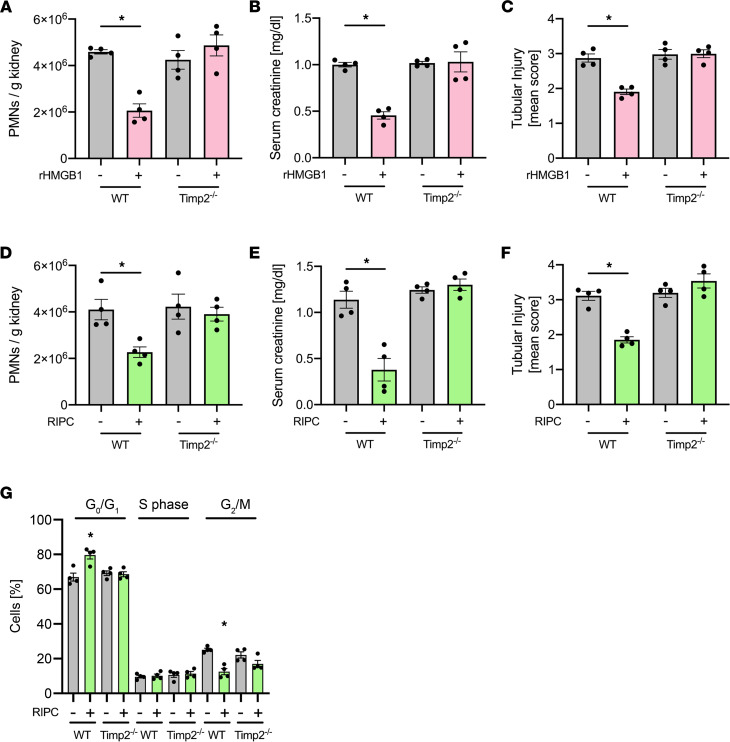
TIMP-2 is required for HMGB1- and RIPC-mediated renal protection. After induction of general anesthesia, WT control and TIMP-2^–/–^ mice were pretreated with rHMBG1 or control, and renal IRI was induced by clamping of the renal pedicles for 32 minutes. Twenty-four hours after the surgery, mice were sacrificed. (**A**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). (**B**) Serum creatinine levels were measured by a photometric assay (*n* = 4). (**C**) Renal tubular injury score was assessed based on histology (*n* = 4). In an analog set of experiments, WT control and TIMP-2^–/–^ mice received RIPC or sham procedure, and renal IRI was induced by clamping of the renal pedicles for 32 minutes. Twenty-four hours after the surgery, mice were sacrificed. (**D**) The recruitment of neutrophils (PMNs) into the kidney was analyzed by flow cytometry (*n* = 4). (**E**) Serum creatinine levels were measured by a photometric assay (*n* = 4). (**F**) Renal tubular injury score was assessed based on histology (*n* = 4). (**G**) Cell cycle arrest in renal tubular epithelial cells was analyzed by flow cytometry (*n* = 4). One-way ANOVA followed by Bonferroni testing was used for statistical analysis; *P < 0.05.

## References

[1] Kellum JA (2012). Kidney attack. JAMA.

[3] Singbartl K, Kellum JA (2012). AKI in the ICU: definition, epidemiology, risk stratification, and outcomes. Kidney Int.

[4] Chertow GM (2005). Acute kidney injury, mortality, length of stay, and costs in hospitalized patients. J Am Soc Nephrol.

[5] Basile DP (2012). Pathophysiology of acute kidney injury. Compr Physiol.

[6] Tan XH (2017). Fibroblast growth factor 2 protects against renal ischaemia/reperfusion injury by attenuating mitochondrial damage and proinflammatory signalling. J Cell Mol Med.

[7] He L (2014). Autophagy in acute kidney injury and repair. Nephron Clin Pract.

[8] Kaushal GP, Shah SV (2016). Autophagy in acute kidney injury. Kidney Int.

[9] Xu Y, Han J (2016). The necrosome in acute kidney injury. Semin Nephrol.

[10] Moonen L (2018). Epithelial cell cycle behaviour in the injured kidney. Int J Mol Sci.

[11] Wen X (2012). One dose of cyclosporine A is protective at initiation of folic acid-induced acute kidney injury in mice. Nephrol Dial Transplant.

[12] Price PM (2006). Dependence of cisplatin-induced cell death in vitro and in vivo on cyclin-dependent kinase 2. J Am Soc Nephrol.

[13] Megyesi J (1998). Induction of p21WAF1/CIP1/SDI1 in kidney tubule cells affects the course of cisplatin-induced acute renal failure. J Clin Invest.

[14] Price PM (2009). The cell cycle and acute kidney injury. Kidney Int.

[15] Boonstra J, Post JA (2004). Molecular events associated with reactive oxygen species and cell cycle progression in mammalian cells. Gene.

[16] Seo DW (2006). Shp-1 mediates the antiproliferative activity of tissue inhibitor of metalloproteinase-2 in human microvascular endothelial cells. J Biol Chem.

[17] Witzgall R (1994). Localization of proliferating cell nuclear antigen, vimentin, c-Fos, and clusterin in the postischemic kidney. Evidence for a heterogenous genetic response among nephron segments, and a large pool of mitotically active and dedifferentiated cells. J Clin Invest.

[18] Yang L (2010). Epithelial cell cycle arrest in G2/M mediates kidney fibrosis after injury. Nat Med.

[19] Gassanov N (2014). Remote ischemic preconditioning and renoprotection: from myth to a novel therapeutic option?. J Am Soc Nephrol.

[20] Hausenloy DJ (2007). Effect of remote ischaemic preconditioning on myocardial injury in patients undergoing coronary artery bypass graft surgery: a randomised controlled trial. Lancet.

[21] Hoole SP (2009). Cardiac remote ischemic preconditioning in coronary stenting (CRISP stent) study: a prospective, randomized control trial. Circulation.

[22] Kharbanda RK (2009). Translation of remote ischaemic preconditioning into clinical practice. Lancet.

[23] Thielmann M (2013). Cardioprotective and prognostic effects of remote ischaemic preconditioning in patients undergoing coronary artery bypass surgery: a single-centre randomised, double-blind, controlled trial. Lancet.

[24] Zarbock A (2015). Effect of remote ischemic preconditioning on kidney injury among high-risk patients undergoing cardiac surgery: a randomized clinical trial. JAMA.

[25] Zarbock A, Kellum JA (2016). Remote ischemic preconditioning and protection of the kidney--a novel therapeutic option. Crit Care Med.

[26] Er F (2012). Ischemic preconditioning for prevention of contrast medium-induced nephropathy: randomized pilot RenPro trial (renal protection trial). Circulation.

[27] Li C (2014). Limb remote ischemic preconditioning attenuates lung injury after pulmonary resection under propofol-remifentanil anesthesia: a randomized controlled study. Anesthesiology.

[28] Jensen HA (2011). Remote ischemic preconditioning protects the brain against injury after hypothermic circulatory arrest. Circulation.

[29] Meybohm P (2015). A multicenter trial of remote ischemic preconditioning for heart surgery. N Engl J Med.

[30] Hausenloy DJ (2015). Remote ischemic preconditioning and outcomes of cardiac surgery. N Engl J Med.

[31] Meersch M (2020). Effects of different doses of remote ischemic preconditioning on kidney damage among patients undergoing cardiac surgery: a single-center mechanistic randomized controlled trial. Crit Care Med.

[32] Mersmann J (2013). Attenuation of myocardial injury by HMGB1 blockade during ischemia/reperfusion is toll-like receptor 2-dependent. Mediators Inflamm.

[33] Bhattacharyya S (2018). Pharmacological inhibition of toll-like receptor-4 signaling by TAK242 prevents and induces regression of experimental organ fibrosis. Front Immunol.

[34] Wu H (2010). HMGB1 contributes to kidney ischemia reperfusion injury. J Am Soc Nephrol.

[35] Fan J (2007). Hemorrhagic shock induces NAD(P)H oxidase activation in neutrophils: role of HMGB1-TLR4 signaling. J Immunol.

[36] Huang X (2012). Prolonged early G(1) arrest by selective CDK4/CDK6 inhibition sensitizes myeloma cells to cytotoxic killing through cell cycle-coupled loss of IRF4. Blood.

[37] Legouis D (2015). Ex vivo analysis of renal proximal tubular cells. BMC Cell Biol.

[38] Hussey SE (2012). TAK-242, a small-molecule inhibitor of Toll-like receptor 4 signalling, unveils similarities and differences in lipopolysaccharide- and lipid-induced inflammation and insulin resistance in muscle cells. Biosci Rep.

[39] Guttridge DC (1999). NF-kappaB controls cell growth and differentiation through transcriptional regulation of cyclin D1. Mol Cell Biol.

[40] Alto LT, Terman JR (2017). Semaphorins and their signaling mechanisms. Methods Mol Biol.

[41] Jung JS (2019). Semaphorin-5B controls spiral ganglion neuron branch refinement during development. J Neurosci.

[42] Zager RA, Johnson ACM (2019). Acute kidney injury induces dramatic p21 upregulation via a novel, glucocorticoid-activated, pathway. Am J Physiol Renal Physiol.

[43] Roh JS, Sohn DH (2018). Damage-associated molecular patterns in inflammatory diseases. Immune Netw.

[44] Andersson U (2018). Extracellular HMGB1 as a therapeutic target in inflammatory diseases. Expert Opin Ther Targets.

[45] Wang H (2001). HMGB1 as a late mediator of lethal systemic inflammation. Am J Respir Crit Care Med.

[46] Le K (2018). Association of circulating blood HMGB1 levels with ischemic stroke: a systematic review and meta-analysis. Neurol Res.

[47] Lu CY (2012). Acute kidney injury: a conspiracy of Toll-like receptor 4 on endothelia, leukocytes, and tubules. Pediatr Nephrol.

[48] Meersch M (2014). Urinary TIMP-2 and IGFBP7 as early biomarkers of acute kidney injury and renal recovery following cardiac surgery. PLoS One.

[49] Yang QH (2009). Acute renal failure during sepsis: potential role of cell cycle regulation. J Infect.

[50] Wang Y (2017). Activation of the HMGB1‑TLR4‑NF‑κB pathway may occur in patients with atopic eczema. Mol Med Rep.

[51] Xia J, Worzfeld T (2016). Semaphorins and plexins in kidney disease. Nephron.

[52] Garcia S (2019). Role of semaphorins in immunopathologies and rheumatic diseases. Int J Mol Sci.

[53] Cuellar LM (2009). Identification and localization of novel genes preferentially expressed in human kidney glomerulus. Nephrology (Carlton).

[54] Liang B (2015). MiR-301a promotes cell proliferation by directly targeting TIMP2 in multiple myeloma. Int J Clin Exp Pathol.

[55] Shao X (2002). Epithelial-specific Cre/lox recombination in the developing kidney and genitourinary tract. J Am Soc Nephrol.

[56] Wang Z (2000). TIMP-2 is required for efficient activation of proMMP-2 in vivo. J Biol Chem.

[57] Matsuoka RL (2011). Class 5 transmembrane semaphorins control selective Mammalian retinal lamination and function. Neuron.

[58] Block H (2012). Crucial role of SLP-76 and ADAP for neutrophil recruitment in mouse kidney ischemia-reperfusion injury. J Exp Med.

[59] Li L (2010). IL-17 produced by neutrophils regulates IFN-gamma-mediated neutrophil migration in mouse kidney ischemia-reperfusion injury. J Clin Invest.

[60] Mocsai A (2006). Integrin signaling in neutrophils and macrophages uses adaptors containing immunoreceptor tyrosine-based activation motifs. Nat Immunol.

[61] Germena G (2015). Mutation in the CD45 inhibitory wedge modulates integrin activation and leukocyte recruitment during inflammation. J Immunol.

[62] Ewels P (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[63] Patro R (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods.

[64] Frankish A (2019). GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res.

[65] Soneson C (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[66] Zerbino DR (2018). Ensembl 2018. Nucleic Acids Res.

[67] Durinck S (2005). BioMart and Bioconductor: a powerful link between biological databases and microarray data analysis. Bioinformatics.

[68] Durinck S (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat Protoc.

[69] Love MI (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[70] Zhu A (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics.

[71] Young MD (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol.

[72] Ashburner M (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet.

[73] The Gene Ontology Consortium (2019). The Gene Ontology resource: 20 years and still GOing strong. Nucleic Acids Res.

[74] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[75] Kanehisa M (2019). New approach for understanding genome variations in KEGG. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

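The data were RNA-Seq libraries of PMNs and TECs isolated 24 hours after sham surgery or IRI, with or without RIPC. There were 21 libraries in 8 groups, 5 of the groups with 3 libraries and 3 of the groups with 2. Library preparation was described by the authors as reverse transcription from the poly(A) tail with a template switch and PCR amplification of the full-length cDNA, followed by sequencing of single-end reads. The authors trimmed the reads, quantified them with Salmon against a Gencode mouse transcriptome, and deposited the resulting estimated counts per transcript, which are not normalized. The authors also deposited Salmon's TPM values and effective lengths of each transcript. TPM values were not used, and effective lengths were used only for the offset named below. Each library came in 2 files, and their estimated counts were added. The paper's gene-level summary and its enrichment analysis were not used here, and of its test results only the numbers, genes and figure labels set against the values here.

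Transcripts were assigned to genes with the Gencode annotation M21 of GRCm38, where the paper's methods name release vM23. Of 140748 transcripts, 884 had no match, and they held between 0.137% and 0.256% of the reads of a library. Estimated counts were summed over the transcripts of a gene and rounded to whole numbers. Genes on the sex chromosomes and the mitochondrial genome were left out of every test, as in the paper. The range of total reads within each group is given with the results. A count of 3 reads was taken as the limit that a count of 0 allows, which is 0.134 CPM (reads scaled to a common library size) in replicate 1 of the sham control group of PMNs.

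The main test was the quasi-likelihood F test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), fitted to all libraries of a cell type with one mean per group, TMM normalization and filterByExpr with the groups as factor. Benjamini-Hochberg adjusted p-values under 0.05 over all genes tested were taken as the threshold. The comparisons were RIPC against control after sham surgery and after IRI, IRI against sham surgery without RIPC, and the interaction of RIPC and surgery, each within PMNs and within TECs. The samples, the main test, the comparisons, the rule for the genes named in the text and the alternatives were set before the data were examined, except where a later choice is stated. The genes named are those the paper names from or beside these data, 3 genes of tubular injury, the genes labelled in Figure 2, and in each comparison up to 5 genes per direction with the smallest adjusted p-value under 0.05 whose groups do not overlap.

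The alternatives were DESeq2's size factors in place of TMM, no filter on low counts, a filter of at least 10 counts in every library, each of the 2 files alone, each file as a replicate of its own, an offset for transcript length, sex-chromosome and mitochondrial genes included, robust dispersion estimates, the replicate number as a block, a fit to the compared groups alone, each library left out in turn, the Wald test of DESeq2 1.42.0, and DESeq2 with apeglm 1.24.0 with s values under 0.01 on all groups of a cell type or on the compared groups alone. After the results had been seen, 4 fits of DESeq2 with apeglm without a filter on low counts were added, on the compared groups, on the groups of a cell type, on both cell types in one fit, and on both cell types in one fit with an offset for transcript length. The comparison of IRI with sham surgery averaged over RIPC and control, and that of RIPC with control averaged over surgery, were also added then, with their alternatives.

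For each comparison of RIPC with control, other splits of the same libraries into groups of the same sizes were fitted in the same way. The paper's volcano plots gave a list of 128 readable gene labels, which were tested over all genes and over the list alone. Lists of genes written before the test (NF-kB targets, p53 targets, S phase, G2 and M phase, tubular injury, and markers of proximal tubule, distal tubule and collecting duct, endothelium, neutrophils, macrophages, lymphocytes and erythrocytes) were compared between RIPC and control with limma's camera at an inter-gene correlation of 0.01, with fry and with an estimated correlation beside it. Between IRI and sham surgery, the mean over each list of log2 CPM plus 1 was compared by an exact two-sided permutation test over libraries, with Benjamini-Hochberg adjustment over 24 tests.

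The tests were checked on simulated counts with the group sizes of these data, in which 200 genes were changed 8-fold or 64-fold between the sham groups. Each setting was drawn a single time. With the dispersions estimated from these libraries, edgeR called 13 genes in PMNs, all of them changed, and 113 genes in TECs, of which 21 were unchanged. DESeq2 with apeglm called 446 genes in PMNs, of which 338 were unchanged, and 500 genes in TECs, of which 337 were unchanged. Of the 200 changed genes, edgeR called 6.5% in PMNs and 46% in TECs, and DESeq2 with apeglm 54% and 81.5%. With a dispersion of 0.1, all 200 changed genes were recovered by each test, with 7 or 8 unchanged genes called by edgeR and 193 or 225 by DESeq2 with apeglm. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. No sample was left out of the main results.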

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

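The comparison of IRI with sham surgery averaged over RIPC and control, the exact tests of gene lists between IRI and sham surgery, the test of neutrophil RNA in TECs and the tests of cell type markers in PMNs were chosen only after the results of the main comparisons had been seen.

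The paper does not report a comparison of IRI with sham surgery in these libraries. In TECs, averaged over RIPC and control, edgeR called 363 genes between IRI and sham surgery at an adjusted p-value under 0.05, 66 higher and 297 lower after IRI. When surgery was shuffled within the RIPC and within the control libraries, 1 of 100 splits gave as many genes, the real one, and the others gave at most 4, which argues against a grouping by chance. Other normalizations gave 303 genes under DESeq2's size factors and 329 with an offset for transcript length. TEC libraries had 25395823 to 51499218 reads after sham surgery and 21442783 to 32027097 after IRI. Each normalization scales library size in a like way, so these numbers do not test it, and a difference in library size stays open. The number ranged from 92, without replicate 2 of the sham control group, to 714, without replicate 3 of the IRI RIPC group. Pbld1 fell by 4.37 on the log2 scale (adjusted p = 0.00184) and Slc13a1 by 4.34 (adjusted p = 0.00206). The mean of the 16 proximal tubule markers was lower by a log2 difference of -2.47, with 0 of 16 markers higher, and that of the 20 tubular injury genes was higher by 2.89, with 19 of 20 genes higher (both adjusted p = 0.0238 over 24 exact permutation tests, smallest exact p 0.00216). The mean of the neutrophil markers was also higher, by 1.47, with 12 of 13 markers higher (adjusted p = 0.0238). No library moved these 3 differences by 1.5 times when it was left out. RNA from neutrophils is argued against for the tubular injury genes. The summed neutrophil markers of a TEC library after IRI were 0.169% to 0.671% of those in PMNs after IRI. If all of them came from neutrophils, then at the highest of these shares the level of the injury genes in PMNs would bring a median of 0.1005% of their rise in TECs. This holds for 16 genes that rose by mean CPM, of 19 genes outside the neutrophil list, with Cd44 the highest at 60.8%. For the neutrophil markers and for higher genes outside the injury list, RNA from neutrophils stays open. IRI itself is the biological explanation that the design gives, and it stays open as a hypothesis.

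In PMNs, the same comparison gave 104 genes, 91 higher and 13 lower after IRI. Shuffling surgery in the same way, 1 of 60 splits gave as many, the real one, and the others gave 0 genes. DESeq2's size factors gave 107 genes, and so did the offset for transcript length. The number ranged from 13, without replicate 2 of the IRI RIPC group, to 393, without replicate 1 of the sham control group. Ccrl2 was higher after IRI by 3.23 on the log2 scale (standard error 0.24, adjusted p = 0.00438), as were Acod1 (3.68) and Cxcl2 (2.99). H2-Aa fell by 3.18 (adjusted p = 0.00879), and H2-Eb1 and Cd74 fell by 3.43 and by 2.68. The mean of the NF-kB targets was higher by 2.12, with 31 of 34 genes higher, that of the p53 targets by 1.02, with 16 of 24 genes higher, and that of the tubular injury genes by 1.20, with 18 of 20 genes higher (each adjusted p = 0.0238 and exact p = 0.00794 in a permutation of the libraries, the smallest that 5 libraries against 5 allow). The mean of the macrophage markers was lower by a log2 difference of -2.82 and that of the proximal tubule markers by one of -2.30, with 0 of 12 and 0 of 16 markers higher and the same adjusted p. None of these 5 differences moved by 1.5 times when a library was left out. Whether a larger share of neutrophil RNA after IRI explains the genes that fell stays open. The means of the markers of all 6 other cell types were lower after IRI. The mean log2 level of the neutrophil markers was higher by 1.87, with 13 of 15 markers higher, but this rise did not pass the correction (adjusted p = 0.0762). By mean CPM, 4 of the 15 were lower after IRI, among them S100a8 (5263 to 4619 CPM) and Ltf (151 to 33.7 CPM). Their summed counts rose by 0.75 on the log2 scale (exact permutation p = 0.119). The summed counts of the 6 lists fell by 1.44 to 2.71 on the log2 scale, and no pair of lists moved apart by more than the spread between libraries (15 pairs, smallest exact permutation p 0.127). This explanation was not tested for the 91 genes that rose, for which IRI stays open as a biological hypothesis.

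Transcripts typical of other kidney cells were found in the PMN libraries, which the paper does not discuss. After sham surgery, the median over the 16 proximal tubule markers was 284 CPM in PMNs, and 14 of them were above 3 reads in all 5 libraries, against a median of 48.0 CPM after IRI. The most abundant was Kap with 3978 CPM. The median over the markers of the level in PMNs was 14.1% of that in TECs, with a range from 3.70% to 165%, so that RNA from proximal tubule cells may have been present in the PMN libraries. Between the libraries after sham surgery, the mean log2 level of these markers ranged from 5.56 in replicate 1 to 8.75 in replicate 2 of the control group. TECs express all of these markers, and 0 of them are in the neutrophil list.

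The median over the 12 macrophage markers was 1917 CPM in PMNs after sham surgery and 290 CPM after IRI, all 12 were above 3 reads in all 5 libraries after sham surgery, and all 12 were lower after IRI. Cd74 was the most abundant, and fell to 1769 CPM. For comparison, the neutrophil genes S100a8 and Retnlg had 5263 CPM and 1710 CPM. RNA from macrophages is a candidate explanation, with 12 of 12 markers present, and it cannot be separated here from expression of these genes in the neutrophils, which was not tested. Lymphocytes and erythrocytes as the main source are argued against, since the highest of their markers, Ighm, had 135 CPM and the highest erythrocyte marker, Hba-a2, had 86.3 CPM. RIPC gives no explanation for either set of transcripts, since they were found in the libraries of both groups.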

How the results depend on the processing

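The tests on 4 fits of DESeq2 with apeglm without a filter on low counts, and all tests of the comparisons averaged over RIPC or over surgery, were chosen only after the results had been seen.

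With edgeR on all libraries of a cell type, RIPC changed 1 gene in PMNs and 0 genes in TECs after sham surgery, and 0 genes in PMNs and 1 gene in TECs after IRI. IRI without RIPC changed 0 genes in PMNs (1113 at an unadjusted p-value under 0.05) and 1 gene in TECs. With sex-chromosome and mitochondrial genes included, each of these 6 numbers was the same. DESeq2's size factors and the offset for transcript length changed only the number of genes between IRI and sham surgery without RIPC in TECs, to 8 and 15 genes. Robust dispersion estimates gave 4 genes for RIPC in TECs after IRI and 29 genes for IRI without RIPC in TECs. The first file alone gave 2 genes for RIPC in TECs after IRI. The second file alone gave 0 genes for RIPC in PMNs after sham surgery (the lowest number at an unadjusted p-value under 0.05 over all alternatives was 390) and 0 genes for IRI without RIPC in TECs (1104). The filter of at least 10 counts in every library gave 0 genes for RIPC in PMNs after sham surgery and in TECs after IRI (at least 379 unadjusted), and 70 genes for IRI without RIPC in TECs, over fewer genes tested. Fits to the compared groups alone gave 0 genes for these 3 comparisons, from fewer libraries, and cannot give an interaction. The cause of the other changes was not tested.

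Without a filter on low counts, RIPC changed 139 genes in PMNs and 54 in TECs after sham surgery, and 18 in PMNs and 71 in TECs after IRI. IRI without RIPC changed 120 genes in PMNs and 465 in TECs, and the interaction 101 and 84. The cause was not tested. With each file as a replicate, edgeR gave 1494 genes in PMNs and 781 in TECs for RIPC after sham surgery, 500 and 1239 after IRI, 1739 and 3738 for IRI without RIPC, and 1934 and 1875 for the interaction. In the same design, DESeq2 with apeglm gave 3690 and 2888, 2403 and 3216, 4272 and 5153, and 2875 and 2506. By construction, this design counts the files of one library as separate mice, although they differed by a median of 1.13 chi-square units per degree of freedom, against 269 between replicates of a group.

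DESeq2's Wald test gave 819 genes in PMNs and 439 in TECs for RIPC after sham surgery, 431 and 713 after IRI, 739 and 1301 for IRI without RIPC, and 812 and 658 for the interaction. DESeq2 with apeglm on all groups of a cell type gave 528 and 62, 39 and 248, 494 and 1117, and 298 and 91. On the compared groups alone it gave 130 and 106, 326 and 206, and 558 and 888. Without a filter it gave 6 genes in PMNs and 210 in TECs after sham surgery and 278 and 184 after IRI on the compared groups, and 289 and 84, and 10 and 219, on all groups of a cell type. With both cell types in one fit and no filter it gave 571 and 58 after sham surgery and 51 and 32 after IRI. With the offset for transcript length added, the numbers were 589 and 87 after sham surgery and 90 and 38 after IRI. The cause of these differences was not tested. On simulated counts with the dispersions of these libraries, 338 of the 446 genes called in PMNs and 337 of the 500 called in TECs by DESeq2 with apeglm were unchanged, against 0 of 13 and 21 of 113 by edgeR. These shares come from a single draw for the sham comparison. They depend on the number of genes set to change, so they are not error rates of the tests on the real libraries. Of the 200 changed genes, DESeq2 with apeglm called 54% in PMNs and 81.5% in TECs, and edgeR 6.5% and 46%, so that few calls by edgeR also reflect genes it misses.

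The log2 fold change of Sema5b in TECs after sham surgery kept its direction under every alternative. It passed the threshold with each file as a replicate (5.97 in edgeR, 5.60 in DESeq2 with apeglm), in the Wald test (6.01), and with apeglm on all groups (4.76), on the compared groups (5.03), and on each of these without a filter (4.60 and 4.96). It did not pass it in the other alternatives, with both cell types in one fit among them. That of Plxna1 was reversed without replicate 3 of the sham control group, at 2.28, and was not past the threshold in any fit. Of the 128 readable genes of Figure 2, 1 passed edgeR's threshold, 66 passed with apeglm on all groups, 64 on all groups without a filter, 50 on the compared groups, 91 with both cell types in one fit, and 124 with the offset added to it. Camera called 3 gene lists and also 3 with DESeq2's size factors. With fry, and with an estimated correlation, it was 0 of 48 tests.

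The labels number the replicates alike across groups. For the same number, deviations of libraries from their group means were correlated between groups. The correlations lay between -0.0339 and 0.0617 in PMNs (0 of 13 pairs above 0.1) and between -0.145 and 0.207 in TECs (2 of 15 pairs). For different numbers they lay between -0.0617 and 0.0339 in PMNs and between -0.179 and 0.114 in TECs (4 of 30 pairs). In groups of 2 libraries, both deviations mirror each other. No sign of a pairing by number was seen, which does not exclude one. With the replicate number as a replicate block, edgeR gave 0 genes for RIPC in PMNs after sham surgery, 1 gene for IRI without RIPC in PMNs, 3 genes for RIPC in TECs after IRI, and 27 genes for IRI without RIPC in TECs. The cause was not tested.

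Averaged over RIPC and control, surgery changed 104 genes in PMNs and 363 in TECs. These numbers were 971 and 1289 without a filter, 444 and 683 with at least 10 counts in every library, 1955 and 2234 in the Wald test, and 23 in PMNs with the replicate block. Averaged over surgery, RIPC changed 0 genes in PMNs and in TECs (1633 and 2152 unadjusted). Without a filter it changed 79 and 90 genes, and in the Wald test 731 and 732. The cause was not tested.

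Leaving out 1 library of a group of 3 in turn, RIPC changed 0 to 3 genes in PMNs after sham surgery, 0 to 0 in PMNs after IRI, 0 to 0 in TECs after sham surgery (at least 488 unadjusted in each of these fits) and 1 to 9 in TECs after IRI. The highest numbers came without replicate 1 of the sham RIPC group in PMNs and without replicate 1 of the IRI RIPC group in TECs. IRI without RIPC changed 0 to 34 genes in TECs, with 34 without replicate 1 of the sham control group. The interaction gave 0 genes in PMNs (at least 1193 unadjusted) and 0 to 3 in TECs, with 3 without replicate 1 of the IRI RIPC group. The log2 fold change ranged from 4.84 to 7.87 for Sema5b and from -2.93 to 2.28 for Plxna1. Averaged over RIPC and control, surgery changed 13 to 393 genes in PMNs and 92 to 714 in TECs, the lowest without replicate 2 of the IRI RIPC group in PMNs and replicate 2 of the sham control group in TECs. Averaged over surgery, RIPC changed 0 genes in PMNs (at least 908 unadjusted) and 0 to 10 in TECs, with 10 without replicate 1 of the IRI control group. Libraries of groups of 2 were not left out in the comparisons of single groups.

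For the 8 other genes named, 169 values were computed under alternatives: 121 were the same, 40 passed the threshold where the main value did not, 8 no longer passed it, and 0 were reversed. With 20838274 to 51499218 reads per library, a count of 0 allows at most 3 reads, and the spread between replicates rather than this limit limits the differences that edgeR calls, at a coefficient of variation of 1.65 in PMNs and 1.54 in TECs.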

Differences from the paper's values

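The tests without a filter on low counts in DESeq2 with apeglm were chosen only after the results had been seen. Those over both cell types in one fit were added with the paper's gene numbers in view, after the planned tests had differed from them, so their agreement with the paper is not an independent confirmation.

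The paper reports 591 genes regulated by RIPC in PMNs after sham surgery, where edgeR called 1. Of the alternatives set before the data were examined, DESeq2 with apeglm on all groups (528 genes) and DESeq2's Wald test (819) lie within 1.5 times the paper's number, and the others do not. With both cell types in one fit and no filter, a choice made after seeing the values, apeglm called 571 genes, and 589 with an offset for transcript length. For TECs after sham surgery the paper reports 87 genes and edgeR called 0. DESeq2 with apeglm on all groups (62) and on the compared groups (106) lie within 1.5 times of it, and so do, chosen after seeing the values, apeglm without a filter on all groups (84), in one fit over both cell types (58) and in that fit with the offset (87). For PMNs after IRI the paper reports 86 genes and edgeR called 0. None of the alternatives set before the data were examined closed the gap, and the fit over both cell types with the offset, chosen after seeing the values, gave 90. For TECs after IRI the paper reports 39 genes and edgeR called 1. None of the alternatives set before the data were examined closed the gap. The fits over both cell types without and with the offset, chosen after seeing the values, gave 32 and 38.

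The paper reports a 5.2-fold increase of Sema5b in TECs after sham surgery with RIPC, and the fold change here was 63.6, or 5.99 on the log2 scale, on which Sema5b stands at about 5 in Fig. 2D, read by eye. None of the alternatives set before the data were examined closed the gap on the linear scale. On the log2 scale, the values differ by less than the standard error of 2.34, as do 19 of the 20 alternatives set before the data were examined, the exception being the fit without replicate 3 of the sham control group (7.87). For PlexinA1 the paper reports P = 0.059, and the unadjusted p of Plxna1 in edgeR was 0.316. None of the alternatives set before the data were examined closed the gap, with a lowest p of 0.102 with each file as a replicate in DESeq2.

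The paper names Mfap3l, Smad3 and Oma1 as differentially expressed in PMNs and Trp53rkb, Ankrd28 and H2-DMb1 as upregulated in TECs after IRI. Each changed in edgeR, and none passed its threshold, with an adjusted p of 0.920 for the genes in PMNs, 0.778 for Trp53rkb and Ankrd28 and 0.652 for H2-DMb1. All 6 genes passed it with each file as a replicate, in edgeR and in DESeq2 with apeglm, and in the fit over both cell types with an offset for transcript length, which was chosen after seeing the values. Entering each file counts the files of one library as separate replicates, so those calls are too lenient. Smad3 also passed without a filter in edgeR (adjusted p = 0.0432, over a range from 5.91e-05 to 1 in the edgeR alternatives), and it passed in the Wald test and in every fit with apeglm. Mfap3l passed in the Wald test and, among the fits chosen after seeing the values, on the compared groups without a filter and in one fit over both cell types. Trp53rkb, Ankrd28 and H2-DMb1 passed in the Wald test and with apeglm on all groups, with a filter and, chosen after seeing the values, without one. H2-DMb1 also passed with apeglm on the compared groups with a filter, and Trp53rkb and H2-DMb1 passed in one fit over both cell types, chosen after seeing the values. Sema5b passed with each file as a replicate, in the Wald test, and with apeglm on all groups and on the compared groups, each with a filter and, chosen after seeing the values, without one. It did not pass in the fits over both cell types (log2 fold change 0.07 without and 0.10 with the offset). Of the 128 genes whose labels could be read in Figure 2 as regulated, 1 passed in edgeR, 66 with apeglm on all groups, 50 on the compared groups, and, in fits chosen after seeing the values, 64 on all groups without a filter, 91 in one fit over both cell types and 124 in that fit with the offset.

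The paper describes Sema5b as one of the most upregulated genes after RIPC. With apeglm on all groups, Sema5b was number 28 by shrunken log2 fold change among the 55 genes called as higher in TECs after sham surgery. In edgeR, without shrinkage and over all genes tested there, 2164 had a larger log2 fold change than Sema5b. The paper finds Sema5b on tubular cells and not on neutrophils, by qPCR at an earlier time after RIPC. In the RNA-Seq 24 hours after surgery, 171 reads of Sema5b were counted in replicate 1 of the sham control group of PMNs. This was the highest count among the PMN libraries, most of which had at most 3 reads of Sema5b. PMN libraries also held transcripts typical of other kidney cells, though proximal tubule markers were lowest in this one among the sham libraries (mean log2 level 5.56). The source of these reads was not tested. The legend of Figure 2 gives 3 libraries per group, and 3 of the 8 groups had 2 libraries here.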

Other observations

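The splits of the libraries tested with edgeR in TECs after sham surgery, the comparisons averaged over surgery, the exact tests of gene lists between IRI and sham surgery and the tests of injury genes in single TEC libraries were tests chosen only after the results had been seen.

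Other splits of the same libraries into groups of the same sizes were compared with the split by RIPC, which is included in each count of splits, so that with 10 splits the share cannot fall under 0.1. With DESeq2 with apeglm on all groups, 9 of 10 splits of the PMN libraries after sham surgery called at least 528 genes (the other splits between 483 and 1021), and 8 of 10 splits of those after IRI called at least 39 (between 32 and 66). In TECs, 2 of 10 splits after sham surgery called at least 62 genes (between 14 and 94), and 7 of 10 after IRI called at least 248 (between 190 and 540). With both cell types in one fit and the offset for transcript length, a fit chosen after seeing the values, the real split and 5 of the others were fitted. As many genes as with the real split were called in 6 of 6 splits in PMNs after sham surgery (at least 589 genes, the others between 699 and 1173), in 3 of 6 in TECs after sham surgery (at least 87, the others between 9 and 355), in 4 of 6 in PMNs after IRI (at least 90, between 31 and 292) and in 3 of 6 in TECs after IRI (at least 38, between 13 and 159). With edgeR, all 10 splits of the TEC libraries after sham surgery called 0 genes (941 to 1403 unadjusted), which decides nothing since the split by RIPC also gave 0, and the other splits called up to 17 genes in PMNs after sham surgery, 0 in PMNs after IRI and up to 10 in TECs after IRI. Averaged over surgery, RIPC changed 0 genes in PMNs and 0 genes in TECs by edgeR (1633 and 2152 unadjusted). All 100 splits that shuffled RIPC within surgery give at least 0 by definition, so this number decides nothing. By the number of genes at an unadjusted p-value under 0.05, 90 of 100 splits gave as many as the split by RIPC in PMNs (the others between 1541 and 2444) and 27 of 100 in TECs (between 1777 and 2561). With so few splits in the single comparisons, the numbers of genes for RIPC cannot be told apart from those of a grouping by chance, and averaged over surgery the numbers of genes at an unadjusted p-value are consistent with one. An effect of RIPC that is smaller than the spread between replicates stays open.

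Many genes had many reads in one library and almost none in another library of the same group. Among PMN values whose other replicates averaged 10 to 30 CPM, 16.9% (6704 of 39596) were at most 3 reads. The share fell to 5.37% at 30 to 100 CPM, 0.656% at 100 to 300 CPM and 0.131% at 300 to 1000 CPM. In TECs it fell from 9.12% at 10 to 30 CPM to 0.241% at 100 to 300 CPM and 0.214% at 300 to 1000 CPM. Sequencing depth as the cause is argued against, since the files of one library, with a similar number of reads each, differed by a median of 1.13 chi-square units per degree of freedom (0.820 to 3.94), against 269 (140 to 921) between replicates of a group, and since 10 CPM is far above 3 reads at this depth. Few RNA molecules entering the library preparation, and a difference between mice, which the design does not separate from the libraries, stay open. Of the PMN genes with a group mean above 30 CPM that had at most 3 reads in some but not all of its 3 libraries, 93.9% had them in 1 library rather than in 2, but the limit on the mean itself favours 1 library, and either explanation would give such a share.

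Between IRI and sham surgery without RIPC, edgeR called 1 gene in TECs (2226 unadjusted) and 0 in PMNs. It was Slc5a12, on chromosome 2 of GRCm38 from 110597298 to 110647779, with 239 ± 100 normalized counts (SD, n = 3) after sham surgery and 0.160 ± 0.111 (SD, n = 2) after IRI, a log2 fold change of -10.52 (standard error 1.31, edgeR adjusted p = 0.0283). Without replicate 2 or replicate 3 of the sham control group 0 genes were called, and without replicate 1 there were 34. In TECs after IRI, Slc5a12 was higher with RIPC than without it by 7.88 on the log2 scale (edgeR adjusted p = 0.0542).

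Gene lists were compared between RIPC and control in 48 set tests. Camera with its preset correlation called 3: the erythrocyte markers were lower with RIPC in TECs after sham surgery (5 genes tested, adjusted p = 1.50e-06), and the endothelial markers were higher in TECs after sham surgery (10 of 10 genes, adjusted p = 0.0129) and lower in TECs after IRI (1 of 10 genes higher, adjusted p = 0.0151). None of these calls held under fry (lowest adjusted p 0.852) or with an estimated correlation (lowest 0.978). NF-kB targets, p53 targets and the lists of S phase and of G2 and M phase, which relate to the paper's account of NF-kB, p53 and cell cycle arrest, were not called in any comparison, nor were tubular injury and the markers of proximal tubule, distal tubule and collecting duct, neutrophils, macrophages and lymphocytes. NF-kB targets in PMNs after IRI came closest among the former, with 30 of 34 genes higher with RIPC (camera adjusted p = 0.106). These libraries were taken 24 hours after surgery. The paper saw the cell cycle arrest of TECs only earlier after RIPC, and no longer at 24 hours. It measured p53 by qPCR in kidneys at an earlier time, and NF-kB as phosphorylated protein in cultured TECs. The set tests therefore do not decide on that account.

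In the exact permutation tests of gene lists between IRI and sham surgery, these lists did not pass the correction over 24 tests. In PMNs, the log2 difference was -1.34 for the distal tubule and collecting duct markers, -1.31 for erythrocyte and -0.76 for lymphocyte markers (adjusted p = 0.102 each), -0.79 for endothelial markers (adjusted p = 0.235), 0.01 for S phase and 0.09 for G2 and M phase. In TECs it was -1.39 for the distal tubule and collecting duct markers (adjusted p = 0.0519), 0.63 for NF-kB targets and 2.55 for erythrocyte markers (adjusted p = 0.102 each), 0.68 for macrophage markers (adjusted p = 0.166), 0.85 for endothelial markers (adjusted p = 0.440), 0.12 for G2 and M phase, -0.11 for S phase, 0.12 for lymphocyte markers and 0.01 for p53 targets. Several of these values depended on single libraries. In TECs, the difference was 0.24 for macrophage markers without replicate 1 of the IRI RIPC group, and for endothelial markers 0.34 without replicate 1 of the IRI control group and 1.42 without replicate 3 of the IRI RIPC group. In PMNs, it was -0.50 for endothelial markers without replicate 3 and -0.47 for lymphocyte markers without replicate 2 of the sham RIPC group. The differences within 0.13 of 0 also moved by over 1.5 times, to between -0.19 (S phase without replicate 2 of the sham control group) and 0.22 (G2 and M phase without replicate 1 of that group) in PMNs, and to between -0.18 (S phase without replicate 1 of the IRI RIPC group) and 0.21 (lymphocyte markers without replicate 2 of the IRI control group) in TECs.

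Of the receptors that the paper names for HMGB1, Tlr4 lies on chromosome 4 from 66827584 to 66930284 and had 866 and 0 reads in PMNs after sham surgery without RIPC, 10, 205 and 287 with RIPC, 841 and 2782 after IRI without RIPC, and 2867, 1514 and 2019 with RIPC. In TECs, Tlr4 had 201, 0 and 140 reads after sham surgery without RIPC, 2, 0 and 0 with RIPC, 3 and 0 after IRI without RIPC, and 317, 51 and 120 with RIPC. With RIPC, Tlr4 in TECs was at least 37.6-fold lower after sham surgery and at least 51.3-fold higher after IRI, neither past the threshold (edgeR adjusted p = 0.708 and 0.778), and the interaction was not either (edgeR adjusted p = 0.689). Cxcr4, on chromosome 1 from 128588199 to 128592293, had 78.3 ± 10.1 normalized counts (SD, n = 2) in PMNs after IRI without RIPC and 1.01 ± 0.930 (SD, n = 3) in TECs after sham surgery without RIPC. Tlr5, on chromosome 1 from 182954788 to 182976044, had 363 reads in 1 TEC library after sham surgery with RIPC and 0 reads in the other TEC libraries. Ager, which encodes RAGE, on chromosome 17 from 34597862 to 34600936, had up to 750 reads in a TEC library and up to 325 in a PMN library. For Hmgb1, Timp2, Igfbp7, Prom1, Aqp2, Pecam1, Trp53, Cdkn1a, Havcr1, Lcn2 and Krt20, no comparison of RIPC with control had an edgeR adjusted p-value under 0.05.

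Replicate 1 of the sham control group of TECs had high levels of several injury genes, with 67.3 CPM of Havcr1, 1900 CPM of Fga, 1854 CPM of Fgg and 3740 CPM of Hmox1. The mean log2 level of the tubular injury list was 6.52 in it, against 2.65 to 4.13 in the other sham libraries and 6.01 to 7.46 after IRI. A mislabelled sample is argued against, since Krt20, with 1055 ± 407 CPM (SD, n = 5) after IRI and 2.56 ± 5.40 (SD, n = 6) after sham surgery (exact permutation p = 0.00216), had 13.5 CPM in this library, and since its proximal tubule markers had a mean log2 level of 9.54, against 10.0 to 10.6 in the other sham libraries and 7.09 to 8.93 after IRI. An injury of this kidney of another origin stays open and was not tested. Replicate 3 of the IRI RIPC group had 1154 CPM of Krt20 with only 62.1 CPM of Havcr1, 13.9 CPM of Fga and 11.7 CPM of Fgg, for which no explanation was tested.

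The gene Gm10800 took 3.69% to 12.3% of the reads of a PMN library and up to 9.30% of a TEC library, but 2.18e-04% of the reads in replicate 2 of the sham control group of TECs, the library with the most reads in total and with the fewest genes at 10 reads or more (11842, against up to 21360). Mitochondrial genes held 1.43% to 13.0% of the reads in PMNs and 13.1% to 29.1% in TECs. No explanation was tested for these shares.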
